# Prenatal inflammation enhances antenatal corticosteroid–induced fetal lung maturation

**DOI:** 10.1172/jci.insight.139452

**Published:** 2020-12-17

**Authors:** Augusto F. Schmidt, Paranthaman S. Kannan, James Bridges, Pietro Presicce, Courtney M. Jackson, Lisa A. Miller, Suhas G. Kallapur, Claire A. Chougnet, Alan H. Jobe

**Keywords:** Development, Pulmonology, Apoptosis, Expression profiling, Extracellular matrix

## Abstract

Respiratory complications are the major cause of morbidity and mortality among preterm infants, which is partially prevented by the administration of antenatal corticosteroids (ACS). Most very preterm infants are exposed to chorioamnionitis, but short- and long-term effects of ACS treatment in this setting are not well defined. In low-resource settings, ACS increased neonatal mortality by perhaps increasing infection. We report that treatment with low-dose ACS in the setting of inflammation induced by intraamniotic lipopolysaccharide (LPS) in rhesus macaques improves lung compliance and increases surfactant production relative to either exposure alone. RNA sequencing shows that these changes are mediated by suppression of proliferation and induction of mesenchymal cellular death via TP53. The combined exposure results in a mature-like transcriptomic profile with inhibition of extracellular matrix development by suppression of collagen genes *COL1A1*, *COL1A2*, and *COL3A1* and regulators of lung development *FGF9* and *FGF10*. ACS and inflammation also suppressed signature genes associated with proliferative mesenchymal progenitors similar to the term gestation lung. Treatment with ACS in the setting of inflammation may result in early respiratory advantage to preterm infants, but this advantage may come at a risk of abnormal extracellular matrix development, which may be associated with increased risk of chronic lung disease.

## Introduction

Respiratory complications are a frequent cause of morbidity and mortality among extreme preterm infants (1). Lung adaptation to air breathing requires complex interactions of diverse cell types that will allow the transition to extrauterine life (2). Some of these processes can be accelerated by administration of antenatal corticosteroids (ACS). ACS causes structural and biochemical lung maturation and decreases the rate of respiratory distress syndrome and mortality of preterm newborns in high–medical resource settings (3, 4). Decreased incidence of respiratory distress syndrome (RDS) has also been associated with chorioamnionitis and prenatal inflammation (5, 6). Although this association in clinical studies has been inconsistent due to the variability of exposures and in clinical diagnoses (7), it is congruent with the observation of improved lung compliance and increased surfactant production in animal models of chorioamnionitis (8, 9).

The majority of preterm infants are exposed to inflammation prior to preterm birth with or without identification of an infectious age (10). This process often involves chronic, low-grade inflammation that can only be detected upon histologic examination of the placenta or analysis of the amniotic fluid (11, 12). With the widespread use of ACS in high-resource settings, most preterm fetuses are exposed to these drugs in the setting of prenatal inflammation. Despite their divergent effects on inflammatory pathways, the coexposure of the fetus to inflammation and ACS results in augmented fetal lung maturation compared with either exposure alone in animal models (13). The interaction of prenatal inflammation and ACS is of particular interest, since it may confer an early respiratory benefit to preterm infants.

Despite the success of ACS in reducing short-term respiratory morbidity and mortality among preterm infants in high-resource settings, in low-resource settings, ACS caused increased neonatal mortality, associated with an increased rate of infection (14), highlighting the complicated interaction between these exposures. Moreover, long-term respiratory complications, especially bronchopulmonary dysplasia (BPD) continues to be the most common morbidity associated with prematurity, despite widespread use of ACS (1, 4). Better understanding of the developmental pathways modulated by prenatal inflammation and ACS and their interaction could open avenues for novel strategies to induce fetal lung maturation that prevent not only short-term, but also avoid long-term respiratory complications. Our goal was to determine the effect of prenatal inflammation on fetal lung maturation and its interaction with ACS on pathways of lung development in preterm rhesus macaque fetuses.

## Results

### Prenatal inflammation induces fetal lung maturation in nonhuman primates.

Most preterm infants are exposed to inflammation prior to preterm birth (10), but the effects of this exposure to the neonatal lung function are not well understood. To determine the effects of prenatal inflammation on fetal lung maturation, we administered 1 mg of bacterial lipopolysaccharide (LPS) (*E*. *coli* O55:B5) intraamniotically at 127 days of gestation (term is 165 days). This model has been shown to induce chorioamnionitis and fetal inflammation similar to the clinical scenario (15, 16). To determine the effects of the interaction between inflammation and low-dose ACS, we administered intraamniotic LPS at 1 mg and intramuscular betamethasone-acetate (Beta-Ac) at 0.125 mg/kg to pregnant rhesus macaques at 127 days of gestation (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.139452DS1). This dose is 37% of the clinical dose of 24 mg of betamethasone and has been shown to induce fetal lung maturation in preterm rhesus macaques (17). Fetuses were delivered by cesarean section 5 days later at 132 days of gestation (80% of term) when the fetal lung is in the saccular stage of development, similar to a preterm human fetus between 28 and 36 weeks’ gestation (18). Exposure to intraamniotic LPS significantly improved fetal lung compliance measured by pressure volume curves and increased the lung volume at a pressure of 40 cmH_2_O (V40) from 15 mL/kg in control animals to 22 mL/kg in LPS-exposed animals. Treatment with Beta-Ac in addition to LPS further increased the fetal lung compliance to a V40 of 40 mL/kg. This value is higher than the average V40 for term animals, which was 27 mL/kg, although statistical analysis is limited, with only 2 animals in the term group (Figure 1A). In similar–gestational age animals, we have shown that treatment with Beta-Ac alone increased the lung compliance and V40 to about 21 mL/kg, similar to the presently observed effect of intraamniotic LPS (17). Of note, the combined exposure to LPS + Beta-Ac resulted in a better deflation stability of the lungs, which indicates higher surfactant concentration in these animals compared with either exposure alone. Combined treatment with LPS and Beta-Ac also resulted in a further increase in the concentration of saturated phosphatidylcholine (satPC), the main component of surfactant, in the bronchoalveolar lavage fluid (BALF), as well as in the lung mRNA of surfactant proteins A and B compared with control, while Beta-Ac or LPS alone did not (Figure 1, B–D). Histological analysis of the lung sections show mesenchymal thinning after either exposure (but it is more striking after exposure to LPS with or without Beta-Ac) and presence of inflammatory cells in the alveolar space after exposure to LPS and LPS + Beta-Ac (Figure 2, A–D). Immunofluorescence and confocal imaging shows an increased number of cells expressing the alveolar epithelial cell markers NKX2.1, ABCA3, and SFTPC after exposure to Beta-Ac, intraamniotic LPS, or LPS + Beta-Ac (Figure 2, E–L).

### Treatment with Beta-Ac in combination with intraamniotic LPS does not suppress fetal or maternal inflammation after 5 days.

Given the antagonizing effect of corticosteroids on inflammatory response, we investigated whether the combined treatment reduced maternal-fetal inflammation by analyzing peripheral blood counts and cytokine concentrations in the amniotic fluid by ELISA. Exposure to intraamniotic LPS induced maternal leukopenia with decreased proportion of neutrophils in the peripheral blood, which was not suppressed by treatment with Beta-Ac. On the other hand, intraamniotic LPS increased the proportion of neutrophils in the fetal peripheral blood (Supplemental Table 2). Analysis of the amniotic fluid and fetal BALF showed increased cell counts 5 days after exposure to intraamniotic LPS, which persisted with cotreatment with Beta-Ac. Exposure to intraamniotic LPS increased the concentrations of IL-1B, IL-6, IL-8, IL-10, CCL2, and TNF-α in the amniotic fluid measured by ELISA, with similarly elevated levels in the combined LPS + Beta-Ac exposure (Figure 3). Similarly, cytokine analysis of the BALF of the rhesus macaque fetuses showed increased concentration of IL-1B, IL-6, IL-8, IL-10, CCL2, and TNF-α, with similar levels on the LPS + Beta-Ac exposure group (Figure 4). These results show that 5 days of exposure to intraamniotic LPS and the combined exposure of LPS + Beta-Ac induce a fetal inflammatory response. The concomitant treatment with Beta-Ac did not seem to suppress the cytokine expression at 5 days, although our interpretation is limited by the sample size in the combined exposure group.

### Intraamniotic LPS induces maturational-like signaling in the lung transcriptome.

We sought to determine the processes and mechanisms through which intraamniotic LPS induces fetal lung maturation and the mechanisms of maturation enhancement by treatment with ACS through RNA sequencing (RNA-Seq) analysis of the lungs from preterm rhesus macaques treated at 127 days of gestation and delivered after 5 days. 

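Lung RNA of 12 fetuses was analysed for the comparisons at 5 days. They were 4 untreated preterm controls, 3 fetuses exposed to 1 mg of intraamniotic LPS and delivered 5 days later, 3 exposed to the same LPS whose dams also received 0.125 mg/kg of Beta-Ac, and 2 untreated term controls. The labels of the samples give delivery at 131 to 135 days of gestation for the preterm controls, 131 to 134 days for LPS, 131 to 132 days for LPS + Beta-Ac, and 156 and 157 days for the term controls. The paper gives 132 or 133 days for the preterm controls, 132 days for LPS, 131 or 132 days for LPS + Beta-Ac, and 157 or 155 days for the term controls. The authors sequenced poly(A)-selected RNA as 75 bp paired-end reads, assigned the reads to the rhesus genome build MMUL10 with kallisto, summarized them per gene with tximport, and deposited 1 whole-number count per Ensembl gene and animal, without normalization. The release of the annotation, the versions of these tools, and whether estimated counts were rounded are not given in the sources used here. The total count on genes ranged from 20169363 to 28348816 in the preterm controls (median 24310636.5), from 20214144 to 27160740 with LPS (median 25676762) and from 24354892 to 27408405 with LPS + Beta-Ac (median 26688047), and was 25883623 and 27616930 in the term controls. The counts were scaled by the trimmed mean of M values (TMM) and converted to log2 CPM with a prior count of 2. Each gene was then fitted with limma, with the trend of the variance and the robust option, in a model with a mean for each of the 5 groups, so that all 16 animals sequenced set the spread. A gene was tested when it reached 0.371 CPM, which is 10 counts in the median library, in at least 2 animals and 15 counts in total, which kept 19199 of 22515 genes. Differentially expressed genes had a Benjamini-Hochberg adjusted p below 0.05 and a fold change of at least 2, the limits the paper uses. The number of animals limits the precision more than the depth does, above all in the term group. Counting error alone would give replicates of a group a chi-square per degree of freedom near 1, and the pairs of replicates gave between 31.1 and 166.1.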

We used our previously published dataset of preterm rhesus macaques exposed to Beta-Ac alone and delivered after 5 days for comparison (17). 

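The first 3 principal components of the log2 CPM of 19199 genes held 26.7%, 15.6% and 10.1% of the variance between the 12 animals of the preterm control, term control, LPS and LPS + Beta-Ac groups. On the first component the 4 preterm controls lay between -62.96 and -36.43, the 2 term controls at 2.72 and 9.67, the 3 LPS animals between 21.6 and 25.9, and the 3 LPS + Beta-Ac animals between 31.8 and 51.7. The second component set 1 preterm control (animal 209, 53.6) and 1 term control (animal 200, 54.1) apart from the other 10 animals, which lay at or below 30.7. Average-linkage clustering of the same values into 3 clusters placed 3 preterm controls together, preterm control 209 with term control 200, and term control 201 with all LPS and LPS + Beta-Ac animals. With the 500 most variable genes in place of all genes, the 3 clusters placed term control 201 with 3 preterm controls, and the LPS and LPS + Beta-Ac animals formed a cluster without controls. Over these 500 genes, the mean Euclidean distance to the term controls was 58.8 log2 CPM from the LPS animals, 63.9 from the LPS + Beta-Ac animals and 68.6 from the preterm controls, and the term controls lay 73.6 from each other. Each animal's mean distance to the term controls divided by its mean distance to the preterm controls was 0.918 ± 0.039 (SD, n = 3) with LPS, 0.879 ± 0.030 (SD, n = 3) with LPS + Beta-Ac and 1.09 ± 0.11 (SD, n = 4) in the preterm controls. Groups simulated 100 times without any change from the preterm controls gave 1.31 (range 1.23 to 1.41) and 1.30 (range 1.23 to 1.37) in place of the LPS and LPS + Beta-Ac values, but the measured preterm controls lie below these ranges as well. Leaving out a term control moved the ratio most, to 0.840 without animal 200 and 0.910 without animal 201 in the LPS + Beta-Ac group.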

Principal component analysis and hierarchical clustering of expressed genes showed clustering of intraamniotic LPS, intraamniotic LPS + Beta-Ac, and term animals delivered at 157 days of gestation, suggesting that intraamniotic LPS induced transcriptional changes to the preterm lung similar to normal advancing gestational age (Figure 5, A and B). In contrast, the animals exposed to the Beta-Ac alone clustered with control animals, consistent with our previous observation of decreased transcriptomic changes by 5 days after treatment with Beta-Ac alone, with the physiological effects of increased lung compliance still present at this time point. We used pseudotemporal analysis on Monocle (19) to identify developmental trajectories among the LPS- and Beta-Ac–exposed animals relative to preterm and term controls. Group assignments are shown in Figure 5C, and the relative position of each animal along the pseudotemporal trajectory is shown in Figure 5D. 

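Monocle was not run here. In its place, the log2 CPM of the 500 most variable genes was projected on the straight line from the mean of the preterm controls (position 0) to the mean of the term controls (position 1), and a control was left out of its own group's mean when it was the animal projected. The LPS animals lay at 0.628 ± 0.0844 (SD, n = 3, range 0.563 to 0.723) and the LPS + Beta-Ac animals at 0.777 ± 0.102 (SD, n = 3, range 0.7 to 0.893). The 4 preterm controls lay at 0.0693, 0.0838, 0.435 and 0.606, a mean of 0.299 ± 0.266 (SD). The 2 term controls lay at 0.186 and 0.157, each on a line that ended at the other term control alone. Against the preterm controls, the two-sided exact permutation test gave p = 0.171 for LPS and p = 0.0571 for LPS + Beta-Ac, and the smallest p that 3 animals against 4 allow is 0.029. Groups simulated without any change lay at 0.113 and 0.114 on average over 100 draws. The highest of them were 0.166 and 0.176. Simulated preterm controls lay at 0.151 (range 0.123 to 0.181), below the measured mean of 0.299, so these simulations hold less spread than the measured controls and set too low a reference for an unchanged group. Term controls simulated to vary only as much as the residuals of the fit lay at 0.618, above both measured term controls. In simulated data with a strong difference between term and preterm, a group set at 0.5 was found at 0.501, but with a weak difference it was found at 0.309 and the simulated preterm controls at 0.394, so the scale of the positions depends on the strength of the term difference. Leaving out a term control moved the positions most. The LPS animals then lay at 0.371 without term control 200 and 0.375 without term control 201, and the LPS + Beta-Ac animals at 0.515 and 0.422.

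**Figure D1:**
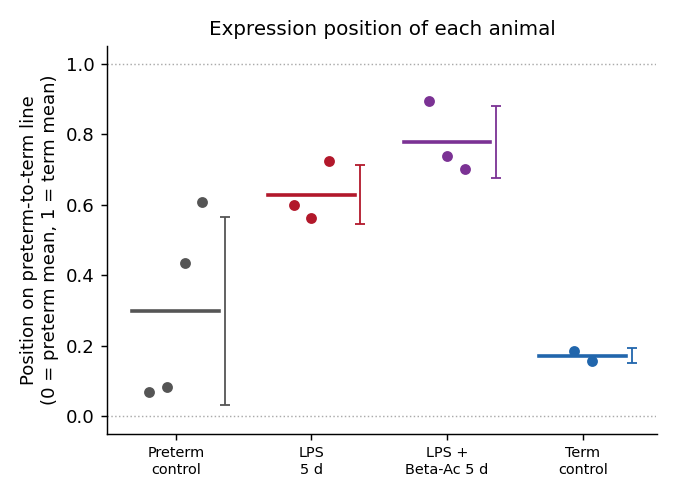
Position of each fetus on the line from the mean of the preterm controls (0) to the mean of the term controls (1), over the 500 most variable genes. Points are animals, horizontal lines are group means and the bars beside them are SDs; the LPS and LPS + Beta-Ac animals lie between 0.563 and 0.893, and the preterm controls between 0.0693 and 0.606.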

Preterm controls, term controls, and intraamniotic LPS–exposed animals at 5 days were predicted to be in a continuum with the LPS-exposed animals farthest from the preterm controls and term animals between the preterm controls and LPS-exposed animals, indicating prenatal inflammation induced maturation-like changes. As the transcriptional effects of Beta-Ac alone wane by 5 days, these animals clustered — along with preterm controls — on pseudotemporal analysis.

### Intraamniotic LPS induces distal epithelial and suppresses proliferative mesenchymal progenitors in the preterm lung.

We determined the presence of cell type–specific signature genes using data from the single-cell RNA-Seq experiment of fetal lungs available on LungMAP (20, 21). Differentially expressed genes in term controls and animals exposed to Beta-Ac, LPS, or LPS + Beta-Ac relative to preterm controls were mapped to signature genes for the different cell populations identified by RNA-Seq in mouse lungs. Analysis of differentially expressed genes in term lungs compared with preterm controls showed that term lungs had suppression of signature genes for proliferative mesenchymal progenitors and induction of signature genes for distal epithelial cells and myeloid cells (Figure 6A). 

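The signature genes taken from LungMAP were not used here, apart from those printed in Figure 6. Lists of genes for each cell type or process were written from general knowledge in place of them, and each was tested with camera at a preset correlation of 0.01 between genes. In term controls, the 29 genes of the proliferation list had a median log2 fold change of -1.22 against preterm controls (adjusted p = 3.06e-33 by camera on limma's fit), with 29 lower and 18 called over all genes tested, and 18 when adjusted over the list alone. The 17 genes of the alveolar type 2 list had a median of 0.81 (adjusted p = 5.46e-10), with 16 higher, of which LCN2 and CTSH, named here after their values were seen, were called over all genes and 6 when adjusted over the list alone. The 25 genes of the myeloid list had a median of 1.58 (adjusted p = 8.84e-25), with 24 higher, 15 called over all genes and 22 when adjusted over the list alone. The myeloid median moved most when a term control was left out, to 1.15 without animal 200 and 1.88 without animal 201. Of 21 list tests planned, camera called 21. The rotation test fry called 19 and camera with the correlation estimated from the data called 18; the proliferation and extracellular matrix lists between LPS + Beta-Ac and LPS were not called by either, and the alveolar type 2 list in LPS was not called with the estimated correlation. Of the genes that Figure 6 prints, 19 of 19 for proliferative mesenchymal progenitors were lower in term controls and 19 were called, with a median of -1.8, and 19 of 19 for distal epithelial cells were higher, with a median of 0.84. Of the latter, VNN1, SLC39A8 and RTKN2 were called over all genes and 4 when adjusted over the list alone, a count that is not independent evidence because the study chose these genes on the same samples.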

A similar pattern was observed with exposure to Beta-Ac alone, LPS, and LPS + Beta-Ac. 

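In animals exposed to LPS, the median log2 fold change against preterm controls was -1.11 for the proliferation list (adjusted p = 5.28e-20 by camera on limma's fit), 0.94 for the alveolar type 2 list (adjusted p = 7.99e-09) and 1.30 for the myeloid list (adjusted p = 5.07e-16). Of the 29 proliferation genes 29 were lower and 19 called; of the 17 alveolar type 2 genes 14 were higher, with 7 called higher and ETV5 lower; and of the 25 myeloid genes 24 were higher and 18 called. Adjusted over the list alone, these counts were 19, 8 higher with 1 lower, and 20; ETV5 was named after its values were seen. In animals exposed to LPS + Beta-Ac, the medians were -0.89 for proliferation (adjusted p = 2.76e-12), 1.07 for alveolar type 2 (adjusted p = 1.06e-09) and 2.71 for myeloid genes (adjusted p = 9.29e-30). There, 28 of 29 proliferation genes were lower and 11 called, 16 of 17 alveolar type 2 genes were higher with 9 called higher and again ETV5 lower, and 24 of 25 myeloid genes were higher with 23 called. Adjusted over the list alone, the counts were 11, 10 higher with 1 lower, and 23. The genes that Figure 6 prints for proliferative mesenchymal progenitors had medians of -1.76 with LPS, where 19 of 19 were called lower, and -1.3 with LPS + Beta-Ac, where 17 were. Those printed for distal epithelial cells had medians of 0.85 (0.845 before rounding) and 0.95, with 8 of 19 called higher in each group. Animals exposed to Beta-Ac alone were not analysed here.

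**Figure D2:**
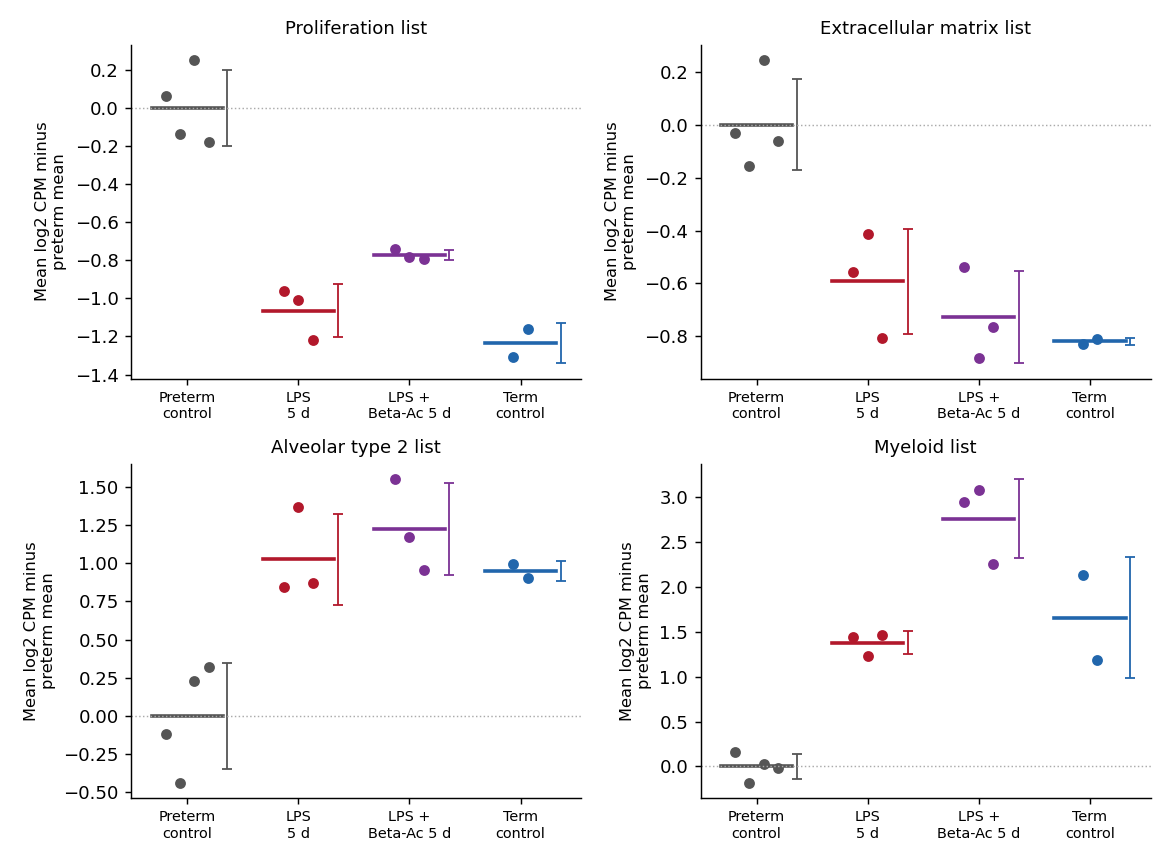
Mean log2 CPM of the proliferation, extracellular matrix, alveolar type 2 and myeloid lists in each fetus, minus the mean of the preterm controls, by group. Points are animals, horizontal lines are group means and the bars beside them are SDs; groups have 4 preterm controls, 3 LPS, 3 LPS + Beta-Ac and 2 term animals.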

The number of signature genes associated with the different cell populations in the lung was smaller after treatment with Beta-Ac compared with exposure to LPS or in term animals, likely reflecting the overall low number of differentially expressed genes with Beta-Ac after 5 days as discussed above (Figure 6, A–D). Exposure to intraamniotic LPS induced epithelial cell signature genes associated with surfactant transport (*ABCA3*, *LPCAT1*) and with immune response (*SFTPD*, *LAMP3*, *LPC2*). 

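Genomic positions in this text are those of a later rhesus assembly, not of the build the reads were assigned to. ABCA3 (ENSMMUG00000019242, chromosome 20 from 3514175 to 3574217) had 191 ± 34.8 (SD, n = 4) CPM in preterm controls and 459 ± 127 (SD, n = 3) CPM in LPS-exposed animals, a log2 fold change of 1.25 (standard error 0.192, adjusted p = 0.000809, limma). SFTPD (ENSMMUG00000002787, chromosome 9 from 70006698 to 70017057) had 874 ± 247 (SD, n = 4) and 2274 ± 406 (SD, n = 3) CPM in the same groups, a log2 fold change of 1.41 (standard error 0.225, adjusted p = 0.00104). LPCAT1 (ENSMMUG00000005199, chromosome 6 from 2574811 to 2636622) rose from 249 ± 35.2 (SD, n = 4) to 447 ± 129 (SD, n = 3) CPM, with a log2 fold change of 0.81 (standard error 0.269, adjusted p = 0.0568), and was not called (adjusted p 0.0263 to 0.0623 over the alternatives). LAMP3 (ENSMMUG00000010555, chromosome 2 from 95221372 to 95277392) had 64.8 ± 35.7 (SD, n = 4) CPM in preterm controls and 80.2 ± 43.7 (SD, n = 3) with LPS. Its log2 fold change of 0.34 (standard error 0.439, adjusted p = 0.676) was smaller than its standard error. The call for LPCAT1 and the direction for LAMP3 each turned on 1 animal. Without LPS animal 242 LPCAT1 reached 1.07 (adjusted p = 0.0254), and without LPS animal 240 LAMP3 fell to -0.05 (adjusted p = 0.969). Among the alternatives in processing, fitting only the compared groups moved these values most, to 1.28 for ABCA3 and 1.44 for SFTPD. The symbol LPC2 matched no gene of the annotation used here.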

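Of the 19 myeloid signature genes that Figure 6H prints, 19 were higher in term controls than in preterm controls and 14 were called. In LPS-exposed preterm animals 19 were also higher, and 15 were called. When adjusted over the list alone, 18 were called in term and 16 with LPS, counts that are not independent evidence because the study chose the genes on these samples. Their median log2 fold changes were 1.58 in term and 1.29 with LPS. Compared directly, LPS-exposed and term animals differed by a median of -0.17, with 6 genes higher and 13 lower with LPS. limma called 0 of these 19 genes between LPS and term over all genes and 0 over the list alone, with 0 at an unadjusted p below 0.05 and 0 by limma-voom. The wider list of 25 myeloid genes had a median of -0.21 between LPS and term (camera, adjusted p = 0.0461 over all 128 list tests, not planned), which neither fry (0.496) nor the estimated correlation (0.592) called.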

Interestingly, term gestation was associated with increased signature genes for myeloid cells with a similar number of induced genes as in LPS-exposed preterm animals. Most signature genes for matrix fibroblasts were suppressed by exposure to LPS or LPS + Beta-Ac with some induced genes. This pattern was similar to the pattern observed in term animals and the suppressed genes associated with matrix fibroblasts, which were largely extracellular matrix–associated genes such as *COL1A1*, *COL1A2*, and *ELN* (Figure 6, E–H). On the other hand, Beta-Ac treatment induced the only 3 matrix fibroblast signature genes that were differentially expressed by the treatment.

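Figure 6G prints 12 matrix fibroblast genes as suppressed and 7 as induced. All 12 of the suppressed genes were lower in LPS and in LPS + Beta-Ac animals than in preterm controls, with median log2 fold changes of -0.79 and -0.93. Of these, RAP2A, CDH11 and OGN were called with LPS and 6 with LPS + Beta-Ac by limma over all genes, and, when adjusted over the list alone, 4 and 6, which is not independent evidence because the study chose the genes on these samples. Of the 7 induced genes, 6 were higher in each group. GPX3, CP and FIBIN were called higher with LPS, and GPX3 and CP with LPS + Beta-Ac. GYG1, taken as the gene the figure prints as Gyg, was called lower in both, with log2 fold changes of -1.34 (adjusted p = 0.00019) and -1.27 (adjusted p = 5.09e-05). The 33 genes of an extracellular matrix list written independently of the figure had a median of -0.66 with LPS (adjusted p = 7.19e-09 by camera) and -0.71 with LPS + Beta-Ac (adjusted p = 2.44e-10), with 32 of 33 genes lower in each. Of these genes, LOXL1 was called with LPS, and COL1A1, COL1A2, LOX and MFAP5 with LPS + Beta-Ac, names chosen after their values were seen. When adjusted over the list alone, 2 and 5 were called.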

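In term controls, COL1A1 (ENSMMUG00000001467, chromosome 16 from 59808243 to 59825148 ) had 1437 ± 396 (SD, n = 2) CPM against 4391 ± 1353 (SD, n = 4) in preterm controls, a log2 fold change of -1.58 (standard error 0.358, adjusted p = 0.0271, limma). COL1A2 (ENSMMUG00000039654, chromosome 3 from 124945696 to 124982436) had 1526 ± 311 (SD, n = 2) CPM against 3689 ± 988 (SD, n = 4), a change of -1.25 (standard error 0.295, adjusted p = 0.0319). ELN (ENSMMUG00000044533, chromosome 3 from 51532425 to 51572920) had 1304 ± 95.4 (SD, n = 2) CPM against 2819 ± 367 (SD, n = 4), a change of -1.11 (standard error 0.142, adjusted p = 0.00178). In preterm control 209, ELN lay apart from the other preterm controls, at 11.7 log2 CPM against 11.3 to 11.4. The calls for both collagens were lost when term control 201 was left out, at adjusted p = 0.175 for COL1A1 and 0.189 for COL1A2, and when term control 200 was left out, at 0.0896 and 0.107. They were also lost without preterm control 092 (0.0519 and 0.0617) or 113 (0.0702 and 0.0817), and when only term and preterm controls were fitted (0.0791 and 0.0851, in a range over the alternatives of 0.0271 to 0.0791 and 0.0324 to 0.0851). The 33 genes of the extracellular matrix list had a median of -0.80 in term controls (adjusted p = 1.74e-16 by camera), with 31 lower, 9 called over all genes and 13 when adjusted over the list alone. Of the genes of Figure 6G, 12 of 12 printed as suppressed were lower, with a median of -1.17 and 8 called, and 6 of 7 printed as induced were higher, with GPX3, PLIN2, FMO2, CP and FIBIN called.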

### Prenatal inflammation induces biological maturation.

To identify similarities and dissimilarities on gene expression patterns among maturation induced by Beta-Ac, LPS, LPS + Beta-Ac, and normal lung maturation, we performed differential expression analysis and clustering of differentially expressed genes based on gene expression patterns. We also performed RNA-Seq of lung tissue from 2 near-term animals (155 days of gestation) to identify a mature lung transcriptome pattern (term group) (Figure 7). 

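Comparing the 2 term controls with the 4 preterm controls, 397 of 19199 genes were differentially expressed by limma, 214 higher and 183 lower, and 3626 had an unadjusted p below 0.05. With limma-voom, an alternative chosen after seeing the data, 305 were. A fit of these 6 animals alone called 105, because fewer animals then set the spread, and 770 were called without a minimum on the fold change. The count also rested on single animals. It was 129 without term control 200, 239 without preterm control 113, 255 without preterm control 092 and 264 without preterm control 101. It was 560 without preterm control 209. FOSB and MMP9 had the largest increases at the prior count of 2 among called genes in which the 2 groups did not overlap. Among the same genes, MARCHF4 and COL2A1 had the largest decreases. This order depends on the processing. With a prior count of 0.5, ZBED2 rose more than FOSB or MMP9 did under any alternative. By limma-voom, DRAXIN fell more than MARCHF4 or COL2A1. FOSB had 5.48 ± 4.65 (SD, n = 4) CPM in preterm and 253 ± 212 (SD, n = 2) in term controls, a log2 fold change of 5.55 (standard error 0.963, adjusted p = 0.00943). MMP9 had 0.477 ± 0.294 (SD, n = 4) CPM in preterm controls, and 3.21 and 104.6 CPM in the 2 term controls (adjusted p = 0.0154). Without term control 200 neither was called (adjusted p = 0.115 for FOSB and 0.11 for MMP9), and neither was called in the fit of the 6 animals alone (0.053 and 0.141, in a range over the alternatives of 0.0089 to 0.053 and 0.0147 to 0.15). MARCHF4 had 5.68 ± 2.01 (SD, n = 4) CPM in preterm and 0.421 ± 0.184 (SD, n = 2) in term controls, a change of -3.52 (standard error 0.493, adjusted p = 0.00266). COL2A1, a cartilage collagen, had 31.2 ± 38.6 (SD, n = 4) CPM in preterm controls, where animal 209 alone had 87.8 CPM, and 1.84 ± 0.312 (SD, n = 2) in term controls. Its call was lost without preterm control 113, term control 200 or term control 201 (adjusted p = 0.101, 0.186 and 0.182), in the fit of the 6 animals alone (0.248) and by limma-voom (0.142), in a range over the alternatives of 0.042 to 0.248.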

We identified 9 unique clusters and, with gene set enrichment analysis, identified the main biological process themes for each cluster based on the number of associated genes and adjusted *P* values (Figure 7B). 

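Against preterm controls, limma called 928 genes in LPS-exposed animals, 499 higher and 429 lower, and 1246 in LPS + Beta-Ac animals, 778 higher and 468 lower. limma-voom called 814 and 1151. Of these genes, 661 were called in both groups, 376 higher and 285 lower in both and none in opposite directions. Across the 19199 genes, which are not independent replicates, the log2 fold changes of the exposures had a Pearson correlation of 0.783. Because both share the preterm controls, unchanged groups would also correlate, at 0.430 on average and 0.487 at most over 100 simulations, which held less spread than the measured preterm controls in the positions between preterm and term and are an uncertain bound. With the preterm controls split so that the exposures shared none, the correlation was 0.529. The 19 genes of the inflammatory cytokine list had a median log2 fold change of 1.41 with LPS (adjusted p = 1.53e-10 by camera on limma's fit), with 17 higher, 12 called over all genes and 13 when adjusted over the list alone. With LPS + Beta-Ac their median was 2.24 (adjusted p = 3.43e-14 over all 128 list tests, not planned), with 18 higher and 15 called. The 28 genes of the mesenchymal development list had medians of -0.39 with LPS (adjusted p = 0.000412 over all 128 list tests, not planned) and -0.30 with LPS + Beta-Ac (adjusted p = 0.000522, planned). MMP9 rose most in both groups at the prior count of 2, among called genes whose treated animals did not overlap the preterm controls. It had 43.6 ± 25.3 (SD, n = 3) CPM with LPS and 190.4 ± 105 (SD, n = 3) with LPS + Beta-Ac. With a prior count of 0.5, MARCO, without counts in preterm controls, rose more with LPS + Beta-Ac than MMP9 did under any alternative. Among the genes that fell, NWD2 had a log2 fold change of -3.01 with LPS (adjusted p = 0.000299) and NMNAT2 of -2.72 with LPS + Beta-Ac (adjusted p = 1.49e-05).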

Gene expression patterns show that LPS and LPS + Beta-Ac at 5 days had similar effects on major biological processes involved in lung maturation — in particular, the suppression of cellular division (clusters 1 and 4), suppression of connective tissue and extracellular matrix development (clusters 3 and 8), and activation of immune response (clusters 5 and 6). Treatment with LPS + Beta-Ac animals had a differential effect on these clusters, with a more profound suppression of genes associated with connective tissue and extracellular matrix (clusters 3 and 8) compared with LPS alone, more closely resembling the term expression pattern for genes in cluster 8, while suppressing genes that were not affected by normal maturation in cluster 3. On the other hand, LPS alone significantly suppressed genes in cluster 1, which was associated with cellular division. 

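Compared directly, LPS + Beta-Ac and LPS animals differed in 17 genes by limma, and 17 of these were higher with LPS + Beta-Ac. No gene was called lower, although 276 genes were lower and 648 higher at an unadjusted p below 0.05. limma-voom called 3 genes higher and 0 lower, and a fit of these 6 animals alone called 0. The 33 genes of the extracellular matrix list had a median log2 difference of -0.11 between LPS + Beta-Ac and LPS, with 22 lower and 11 higher. limma called 0 of them, also when adjusted over the list alone, with 0 at an unadjusted p below 0.05 and 0 by limma-voom. camera gave this list an adjusted p of 0.0261, fry 0.402 and the estimated correlation 0.304, and the p ranged from 0.0237 to 0.402 over the alternatives. It was no longer called by camera when LPS animal 239 (median -0.09, adjusted p = 0.15), LPS animal 240 (-0.06, 0.392), LPS + Beta-Ac animal 249 (-0.03, 0.47) or LPS + Beta-Ac animal 255 (-0.03, 0.141) was left out.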

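The 29 proliferation genes had a median log2 difference of 0.29 between LPS + Beta-Ac and LPS animals, with 26 higher and 3 lower with LPS + Beta-Ac. camera gave an adjusted p of 2.92e-08, fry 0.0507 and the estimated correlation 0.0637. limma called 0 of these genes over all genes tested and 0 when adjusted over the list alone, limma-voom called 0, and 7 were higher at an unadjusted p below 0.05. With 1 animal left out at a time, the median stayed between 0.18 (without LPS animal 242) and 0.31 (without LPS + Beta-Ac animal 255). Of the 19 genes printed in Figure 6F for proliferative mesenchymal progenitors, 17 were higher with LPS + Beta-Ac than with LPS, with a median difference of 0.37, 4 at an unadjusted p below 0.05 and 0 called by limma or limma-voom. The paper's text does not list the genes of cluster 1.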

Interestingly, inflammation-related genes in cluster 2 were induced by Beta-Ac treatment and the combined LPS + Beta-Ac exposure, but not by LPS. Therefore, the combined exposure with LPS + Beta-Ac shared features with both Beta-Ac alone and LPS alone. These patterns demonstrate that treatment with ACS in inflammation-exposed animals promotes fetal lung maturation by regulating similar biological processes to normal fetal lung maturation but through some different genes and pathways involved in these processes.

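The genes of cluster 2 are not listed in the paper's text. Of the 17 genes called between LPS + Beta-Ac and LPS, the 5 with the largest differences were MCEMP1, FCAR, SLC16A6, IDO1 and LILRA5. The log2 differences of the 17 ran from 1.04 to 3.22, with the smallest adjusted p at SOD2 (1.58, 0.000736), a gene named after its value was seen. Against preterm controls, 17 of them were called higher with LPS + Beta-Ac, 9 with LPS and 12 in term controls. The count of 17 rested on single animals. It was 2 without LPS animal 240, 4 without LPS + Beta-Ac animal 249, 5 without LPS animal 239 or LPS + Beta-Ac animal 248, and 57 without LPS + Beta-Ac animal 255. The 19 genes of the inflammatory cytokine list had a median of 0.85 between LPS + Beta-Ac and LPS (adjusted p = 8.4e-10 by camera, 0.015 by fry and 0.0232 with the estimated correlation), with 13 higher and 6 lower. Of these, SOD2 was called over all genes and 6 when adjusted over the list alone. The median was 0.34 without LPS + Beta-Ac animal 248.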

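Of the 928 genes called with LPS and the 397 called in term controls, 257 were called in both and 257 changed in the same direction. Of the 1246 called with LPS + Beta-Ac, 264 were also called in term, 263 of them in the same direction, with 99 lower in both and 164 higher. Across genes, the log2 fold changes in term correlated at 0.652 with those of LPS and at 0.629 with those of LPS + Beta-Ac, where unchanged groups sharing the preterm controls gave at most 0.430 and 0.429 over 100 simulations. These held less spread than the measured preterm controls in the positions between preterm and term, so they are an uncertain bound. The alternative that lowered these correlations most was to split the preterm controls so that none was shared, which gave 0.381 and 0.394. Without term control 200 they were 0.510 and 0.521, and without term control 201 they were 0.556 and 0.507. A further 368 genes were called lower with LPS + Beta-Ac and not called in term. The paper draws its conclusion from the expression patterns of its clusters, including features that LPS + Beta-Ac shared with Beta-Ac alone and with LPS alone. It concludes that ACS in inflammation-exposed animals acts on processes like those of normal maturation, in part through other genes and pathways.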

### Prenatal inflammation and corticosteroids interact to amplify signaling for maturation of the lung extracellular matrix.

A main characteristic of fetal lung maturation during transition toward the saccular and then alveolar stages is thinning of the mesenchyme, which improves lung compliance and brings the airspace and the capillaries in closer juxtaposition, facilitating gas exchange. 

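Figure 8C prints 18 extracellular matrix genes of cluster 8, among them LOXL1, SFRP1, TNC, FBN2 and LUM. Against preterm controls, 18 were lower with LPS + Beta-Ac, 16 with LPS and 17 in term controls, with median log2 fold changes of -1.09, -0.85 and -1.21. limma called 7, 3 (LOXL1, TRIL and COL2A1) and 8 of them over all genes, and 10, 5 and 15 when adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples. Between LPS + Beta-Ac and LPS directly, 15 were lower with LPS + Beta-Ac, with a median difference of -0.29. Of these differences, 0 were called by limma, over all genes or the list alone, and 0 by limma-voom, with 2 at an unadjusted p below 0.05. Between LPS + Beta-Ac and term, 14 were higher with LPS + Beta-Ac, with 0 called by limma or limma-voom and 0 at an unadjusted p below 0.05. Over all genes, 99 were called lower both with LPS + Beta-Ac and in term, and their median with LPS alone was -1.45 against -1.29 with LPS + Beta-Ac. These 99 are not limited to the extracellular matrix. Of the 19 proliferative genes of Figure 6F, 17 were called lower with LPS + Beta-Ac and 19 in term. The medians of the 99 therefore do not compare the matrix genes between the exposures. The count of 99 was 22 without term control 200, 60 without preterm control 113, 65 without preterm control 092 and 174 without preterm control 209.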

The interaction of Beta-Ac and intraamniotic LPS induced further downregulation of genes associated with extracellular matrix compared with LPS or Beta-Ac alone, but similar to term controls (Figure 7B, cluster 8). These genes are associated with “extracellular matrix and associated proteins,” “collagen containing extracellular matrix,” and “integrin signaling” (Figure 8A). Moreover, the combination of Beta-Ac and intraamniotic LPS also suppressed genes in cluster 3, again beyond the exposure to LPS alone. 

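Of the 21 cluster 3 genes printed in Figure 8C, 20 were lower with LPS + Beta-Ac than in preterm controls and 21 were lower with LPS, with median log2 fold changes of -1.56 and -1.12. limma called 15 with LPS + Beta-Ac and 7 with LPS, and 17 and 11 when adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples. Compared directly, 16 were lower with LPS + Beta-Ac than with LPS, with a median difference of -0.35. Of these differences, 1 had an unadjusted p below 0.05 and 0 were called by limma, over all genes or the list alone, or by limma-voom.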

Overall, genes in cluster 3 were not regulated by Beta-Ac treatment alone at 5 days. 

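In term controls, 18 of the cluster 3 genes of Figure 8C, which include SPON1, HAPLN1, EDIL3, WNT5B, LOX and GREM1, were lower than in preterm controls and 3 were higher, with a median log2 fold change of -0.42. limma called 0 of the 21 genes, over all genes or the list alone, and limma-voom called 0, whereas 4 were lower at an unadjusted p below 0.05. Between LPS + Beta-Ac and term directly, 19 were lower with LPS + Beta-Ac, with a median difference of -0.90, and limma called SPON1, FLRT3 and MATN3 over all genes and 6 over the list alone, and limma-voom called 1 over all genes. Over all genes, and not only those of the extracellular matrix, 368 were called lower with LPS + Beta-Ac and not called in term. Their medians were -1.24 with LPS + Beta-Ac, -1.08 with LPS and -0.68 in term. In the term comparison 2 animals set the group mean, so a gene not called there is not shown to be unchanged.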

Genes in this cluster, however, were not differentially expressed in term lungs compared with preterm (Figure 7B, cluster 3). These genes are also associated with “extracellular matrix and associated proteins” and “collagen-containing extracellular matrix,” similar to cluster 3, as well as “connective tissue development,” “regulation of smoothened signaling pathway,” and “fibroblast growth factor receptor binding” (Figure 8B). 

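FGF9 (ENSMMUG00000009912, chromosome 17 from 2586515 to 2619157 ) had 3.75 ± 1.60 (SD, n = 4) CPM in preterm controls and 1.94 ± 0.724 (SD, n = 3) CPM with LPS, a log2 fold change of -0.89 (standard error 0.384, adjusted p = 0.141, limma). FGF10 (ENSMMUG00000047162, chromosome 6 from 45615928 to 45700812) had 14.1 ± 2.58 (SD, n = 4) CPM in preterm controls, where animal 209 lay apart from the others (3.37 log2 CPM against 3.9 to 4.01), and 8.81 ± 2.57 (SD, n = 3) CPM with LPS, a change of -0.69 (standard error 0.237, adjusted p = 0.0632). With LPS, COL1A1 had 2609 ± 1325 (SD, n = 3) CPM and a change of -0.83 (standard error 0.316, adjusted p = 0.0946), and COL1A2 had 2199 ± 684 (SD, n = 3) CPM and a change of -0.75 (standard error 0.260, adjusted p = 0.0664). None of these 4 genes was called with LPS by limma or limma-voom, and each had an unadjusted p below 0.05. Without LPS animal 240, COL1A1 reached -1.18 (adjusted p = 0.0308). The log2 differences between LPS + Beta-Ac and LPS were -0.10 for FGF9, -0.40 for FGF10, -0.43 for COL1A1 and -0.28 for COL1A2, each with an adjusted p of 1 and an unadjusted p of at least 0.134. The direction for FGF9 reversed without LPS animal 242 (0.17) or LPS + Beta-Ac animal 249 (0.10).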

Genes associated with “extracellular matrix” processes from both cluster shows that cluster 3 includes important lung development regulators such as *FGF9*, *FGF10*, and other *WNT* signaling–related molecules; cluster 8 includes several collagen proteins including *COL1A1* and *COL1A2*, which are components of type I collagen, the main collagen in lung (Figure 8C). 

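The network of Figure 8D prints FGF9, GJA1, TBX18, HTR4, SIX2 and PTN as suppressed. All 6 were lower than in preterm controls with LPS + Beta-Ac and with LPS, with median log2 fold changes of -1.29 and -0.96. limma called GJA1, HTR4 and TBX18 with LPS + Beta-Ac over all genes, and 4 over the list alone. With LPS, limma and limma-voom called 0 of the 6 over all genes, limma called 1 over the list alone, and 4 had an unadjusted p below 0.05. In term controls 3 were lower and 3 higher, limma and limma-voom called 0, and 1 had an unadjusted p below 0.05.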

Pathway analysis of genes in cluster 3 predicted that the suppression of *FGF9* and other genes in this cluster regulate the suppression of proliferation of mesenchymal cells, consistent with the suppression of signature genes for proliferative mesenchymal progenitors (Figure 8D). Genes in cluster 8, including *COL1A1* and *COL1A2*, were predicted to regulate organization of the extracellular matrix (Figure 8E).

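The 11 genes printed in Figure 8E are COL1A1, COL1A2, COL2A1, COL3A1, COL8A2, COL9A1, FAP, ITGA11, LOXL1, MFAP5 and OLFML2A. All 11 were lower than in preterm controls with LPS + Beta-Ac, with LPS and in term controls, with median log2 fold changes of -1.04, -0.87 and -1.25. limma called 6, 2 (COL2A1 and LOXL1) and 6 of them over all genes, and 6, 3 and 11 when adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples. Between LPS + Beta-Ac and LPS directly, 9 were lower, with a median difference of -0.11. limma and limma-voom called 0 of them and 0 had an unadjusted p below 0.05.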

### Intraamniotic LPS induces cellular death of lung connective tissue.

To understand the early signaling mechanisms that drive the structural lung maturation, we exposed another group of pregnant rhesus macaques with intraamniotic LPS at 130 days of gestation and delivered them 16 hours later, in comparison to the early transcriptome effects of Beta-Ac on the fetal lung, which we have previously published (17). 

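Lung RNA of 4 fetuses exposed to 1 mg of intraamniotic LPS and delivered 16 hours later was compared with that of the 4 untreated preterm controls. The labels of the samples give treatment at 129 or 130 days and delivery at 130 or 131 days of gestation, where the paper gives 130 and 131. The assay, the deposited counts and the fit are those of the comparisons at 5 days, with all groups in 1 model. The total count on genes ranged from 30596371 to 48052891 in the LPS 16-hour animals (median 40586414), so that each of these 4 libraries was deeper than every other library of the series. Group and depth can therefore not be separated by choosing libraries, and counts thinned at random to the smallest total of 20169363 were analysed as well. limma called 2757 genes against preterm controls, 1583 higher and 1174 lower, and 2678 after thinning. limma-voom called 2788. The largest increases included CXCL8, with 0.204 ± 0.160 CPM (SD, n = 4) in preterm controls and 576.2 ± 253 CPM (SD, n = 4) after LPS, a log2 fold change of 11.14 (adjusted p = 5.13e-10). With 1 animal left out at a time, the count stayed between 2447 and 2927. Animals treated with Beta-Ac and delivered early were not analysed here.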

In brief, in the previous study, we treated rhesus macaque fetuses with Beta-Ac (0.125 mg/kg) and delivered them by cesarean section delivery 6 hours after treatment, which is the time of peak betamethasone concentration in the fetal plasma after maternal intramuscular injection (22). Differential expression analysis of transcriptome data and clustering for differentially expressed genes revealed, in 2 clusters of genes, that Beta-Ac (6 hours) and intraamniotic LPS (16 hours) had similar expression effects (Figure 9A). Cluster 4 was composed of genes induced by both LPS and Beta-Ac, which were associated with “angiogenesis,” “blood vessel development,” “tube morphogenesis,” “apoptosis,” and “p53 pathway” (Figure 9C, top). Transcription factor binding site analysis was performed using iRegulon based on ENCODE data (23, 24). The top transcription factors predicted to regulate the induced genes in cluster 4 were MAF, HNF1A, JUN, FOS, and TFEB, ordered by their normalized enrichment score (NES) (Figure 9B). Cluster 6 was composed of genes suppressed by both Beta-Ac and LPS and were associated with “developmental cell growth,” “cell projection morphogenesis,” “regulation of cell-substrate adhesion,” and “growth” (Figure 9C, bottom). The top transcription factors predicted to regulate the suppressed genes in cluster 6 were MZF1, SUZ12, SPZ1, SRF, and RORC. Both intraamniotic LPS and ACS induced apoptosis-related genes and suppressed developmental pathways. 

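In the LPS 16-hour animals, the 23 genes of the apoptosis list had a median log2 fold change of 0.49 against preterm controls (adjusted p = 0.000211 by camera, 5.98e-07 by fry and 0.0151 with the estimated correlation), with 17 higher and 6 lower. With 1 animal left out at a time, the median stayed between 0.47 and 0.57. The 28 genes of the mesenchymal development list had a median of -0.69, with 23 lower, 7 called lower and FGF7, named after its value was seen, called higher. This test was not planned, and camera gave it an adjusted p = 3.24e-05 over all 128 list tests. The matching values for Beta-Ac were not analysed here.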

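Of the 51 genes printed as induced in the network of Figure 9D, 50 were tested, and 50 of these were higher in the LPS 16-hour animals than in preterm controls, with a median log2 fold change of 2.05 and a range of 0.93 to 8.78. limma called 47 of them over all genes and 48 when adjusted over the list alone. Of the 9 genes printed as suppressed, 9 were lower, with a median of -1.2, and 7 were called, as were 7 over the list alone. The study chose these genes on the same samples, so the counts over the lists are not independent evidence.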

Network analysis of differentially expressed genes predicted activation of TP53 pathways with associated induction of cell death of connective tissue cells through induced and suppressed downstream molecules (Figure 9D), suggesting that suppression of the extracellular matrix at 5 days was associated with early signaling of mesenchymal cells.

## Discussion

More than 85% of infants delivered preterm are exposed to prenatal inflammation (10), and in high–medical resource settings, more than 90% of preterm infants receive ACS prior to preterm delivery. ACS has multiple effects on the fetal lung, including thinning of the mesenchyme, improved water tissue balance, and increased surfactant production, which results in improved lung compliance, decreased respiratory distress syndrome, and decreased mortality. Improvements in lung compliance result in decreased need for respiratory support and decreased lung injury from mechanical ventilation and oxygen exposure. The effects of LPS and interaction with ACS are less well understood. Understanding how these exposures interact to modulate the preterm lung development and maturation is critical if we are to improve the respiratory management and outcomes of these infants. We report, in a preterm nonhuman primate model, that prenatal inflammation improves lung compliance and that treatment with ACS has an additive effect to augment fetal lung maturation more than either exposure alone. These findings suggest an early benefit of improved respiratory function among preterm infants treated with ACS in the setting of mild to moderate prenatal inflammation. However, this benefit may come at a long-term cost of increased BPD, as suggested by studies demonstrating the association between chorioamnionitis and BPD (25, 26), because the maturation is artificially induced and not natural as gestational age progresses.

While inflammation-induced lung maturation and its interaction with ACS has been previously reported in preterm sheep (8, 13), there are 2 clinically important differences in the present study. First, we used a corticosteroid dose that is 25% lower than the one used in sheep studies in the form of Beta-Ac alone, which causes much lower maternal and fetal peak plasma levels of betamethasone but still causes fetal lung maturation (17). The enhanced fetal lung maturation we observed with LPS + low-dose Beta-Ac was comparable with the enhancement observed in fetal sheep exposed to the standard clinical dose and LPS (13). Second, we report this interaction in nonhuman primates, strongly suggesting that this interaction also happens in humans. Moreover, while the role of glucocorticoid signaling and ACS treatment on developmental processes has been more extensively evaluated in KO animals (27–29) and in translational models using nonhuman primates (3, 30), the short- and long-term effects of inflammation on lung development is less known.

Thinning of the mesenchyme by glucocorticoid during normal fetal lung maturation has been attributed mostly to suppression of proliferation seen in KO mice for the glucocorticoid receptor (31, 32). Transcriptome analysis shows that both treatment with exogenous glucocorticoid as Beta-Ac and exposure to intraamniotic LPS cause an activation of cellular death and senescence pathways via activation of p53 signaling early after exposure. The combination of these exposures led to suppression of signature genes for proliferative mesenchymal cells and induction of signature genes for distal alveolar epithelial cells after 5 days. While suppression of cellular proliferation is known to be necessary for normal fetal lung maturation, cell death also has an integral role in these processes. During embryonic and fetal lung development in rodents, inhibition of autophagy decreases branching morphogenesis, inhibits thinning of the mesenchyme, and decreases saccular development, leading to neonatal death from respiratory insufficiency (33). Later, during the alveolar phase of lung development, there is an increase in programmed cell death of mostly fibroblasts and type 2 alveolar cells, which peak at 3 weeks of life in rodents (34). The physiologic phenotype of this cell loss in the mesenchyme is an increase in potential lung gas volume prior to an increase in surfactant at 1 or 2 days in the sheep (35). ACS induce mesenchyme thinning and surfactant production by poorly understood mechanisms. In ACS-induced maturation, mesenchymal thinning precedes increases in pulmonary surfactant, with some improvement in lung compliance prior to increase in surfactant production (30, 36). While surfactant protein mRNA changes happen as early as 4–6 hours, changes in surfactant content can only be detected by 2–3 days; the effects on surfactant protein mRNA is reversed after about 7 days, followed by loss of the benefit in RDS reduction that is observed clinically 7–10 days after treatment (3, 37). While the risk of RDS is dependent on sex — with preterm males more likely to develop RDS than females — we did not observe sex-specific differences in lung compliance or response to Beta-Ac or LPS, although our sample size was too limited for this comparison.

We found that, 16 hours after exposure to intraamniotic LPS, there is an upregulation of programmed cell death and cellular senescence pathways mediated via TP53. Among the predicted transcription factors to regulate genes induced by inflammation and corticosteroids is JUN, with 11 targets. JUN expression progressively increases in the mesenchymal-derived cell during normal lung development in mice from E16.5 to P28 (20, 21), suggesting an important role in mesenchymal maturation during normal lung development and a potential mechanism through which inflammation and ACS induce fetal lung maturation. ChIP-Seq experiments show glucocorticoid receptor (NR3C1) binding in the regulatory region of Jun (24, 38). Moreover, inflammation is a well-established driver of Jun activation through increase in cytokines and binding of TLRs including TLR4, which binds LPS (39). Thus, Jun could represent a common pathway in inflammation- and corticosteroid-induced fetal lung maturation. The TLR4 signaling pathway also regulates nitric oxide production in the pulmonary endothelial cells, which participates in epithelial cell maturation into type 2 alveolar cells and production of surfactant proteins C and B in these cells (40), demonstrating a direct role of innate immunity on fetal lung maturation.

The early activation of cell death was associated with a suppression of extracellular matrix development–related genes and processes. Our observation of suppression of signature genes associated with matrix fibroblasts in LPS-exposed animals may be due to the induction of mesenchymal cell death in association to maturation, leading to an overall reduction in mature fibroblasts. A similar pattern was also observed in term animals, with some matrix fibroblast signature genes being induced but most being suppressed. Thinning of the mesenchyme has been described in the sheep model of fetal lung maturation induced by corticosteroids and by intraamniotic LPS (35, 41). We observed suppression of the 2 main lung collage chains *COL1A1* and *COL1A2* after intraamniotic LPS + Beta-Ac. 

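COL1A1 had 1792 ± 429.7 (SD, n = 3) CPM in the LPS + Beta-Ac animals, a log2 fold change of -1.26 (standard error 0.316, adjusted p = 0.0126, limma) against preterm controls. COL1A2 had 1761 ± 306 (SD, n = 3) CPM, a change of -1.04 (standard error 0.260, adjusted p = 0.0124). The call for COL1A1 was lost without LPS + Beta-Ac animal 249 (-1.1, adjusted p = 0.0719). COL1A2 was not called without LPS + Beta-Ac animal 249 (-0.91, adjusted p = 0.0702), where it met neither limit, or without preterm control 113 (-0.92, 0.0411) or 209 (-0.94, 0.0306), where its change fell short of the fold minimum.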

Suppression of collagen and other extracellular matrix genes represent a large proportion of suppressed signature genes for matrix fibroblasts after LPS exposure. While the total lung collagen content increases with lung growth and maturation, the synthesis rate of collagen decreases from 80% gestation to full term (35, 42). Collagen is responsible for the lung structure, but it does not contribute to the lung compliance and elasticity, which is provided by the elastic fibers — mainly elastin and microfibrils (43). Single-cell RNA-Seq of rodent lungs show progressive increase in the mRNA for elastin (*ELN*), *COL1A1*, and *COL1A2* in mesenchymal cell differentiation (20). Intraamniotic LPS, however, suppressed ELN as previously observed in a preterm lamb model (44). 

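ELN had 1741 ± 184 (SD, n = 3) CPM in LPS-exposed animals at 5 days, a log2 fold change of -0.69 (standard error 0.125, adjusted p = 0.00217, limma) against preterm controls. The adjusted p passed the threshold and the change lay below the fold minimum, so the gene was not called. With 1 animal left out at a time, the change stayed between -0.73 and -0.60. At 16 hours after LPS, ELN had 1118 ± 149.8 (SD, n = 4) CPM, a change of -1.33 (standard error 0.116, adjusted p = 3.86e-07), and was called, also under each alternative and with each animal left out.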

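With LPS + Beta-Ac, ELN had 1740.0 ± 86.8 (SD, n = 3) CPM, a log2 fold change of -0.69 (standard error 0.125, adjusted p = 0.00162, limma) against preterm controls. Its log2 difference between LPS + Beta-Ac and LPS was 0.00 (standard error 0.134, adjusted p = 1), far within the spread of the animals. The sign of this difference reversed without LPS animal 242 (-0.09) or LPS + Beta-Ac animal 248 (-0.04).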

The combined treatment with Beta-Ac did not antagonize the decrease in *ELN* caused by intraamniotic LPS. Suppression of elastin may result in an abnormal saccular and alveolar lung development and may contribute to the higher risk of BPD seen in infants exposed to prenatal inflammation (25, 45) and increased tendency of steroid-exposed fetal lungs to rupture with mechanical ventilation (46).

Glucocorticoid signaling in the fetal lung mesenchyme is critical for fetal lung maturation from the pseudoglandular into the canalicular and cellular stages. Deletion of the glucocorticoid receptor in mesenchymal cells results in arrest of lung maturation in the pseudoglandular stage and early neonatal mortality, while deletion of the glucocorticoid receptor restricted to epithelial cells causes delayed maturation with no effect on neonatal survival (29). 

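With LPS + Beta-Ac, FGF9 had 1.80 ± 0.668 (SD, n = 3) CPM, a log2 fold change of -0.99 (standard error 0.384, adjusted p = 0.0934, limma) against preterm controls, and was not called. FGF10 had 6.57 ± 1.49 (SD, n = 3) CPM, a change of -1.09 (standard error 0.237, adjusted p = 0.00499), and was called, except without LPS + Beta-Ac animal 249 (-0.87, adjusted p = 0.0381). In term controls, FGF9 had 3.58 ± 0.0177 (SD, n = 2) CPM, a change of 0.03 (standard error 0.435, adjusted p = 0.981). Its direction reversed without preterm control 101 (-0.13, adjusted p = 0.919) or 209 (-0.16, adjusted p = 0.893). FGF10 had 11.3 ± 0.730 (SD, n = 2) CPM in term controls, a change of -0.29 (standard error 0.268, adjusted p = 0.62).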

Meanwhile, both the combination of intraamniotic LPS + Beta-Ac and term animals showed suppression of genes related to developmental pathways of lung development relative to control, including *FGF9* and *FGF10*. Both fibroblast growth factors are essential for lung development, and KO of either *FGF9* or *FGF10* causes early neonatal mortality due to lung hypoplasia (47, 48). FGF9 promotes mesenchymal and epithelial cell proliferation (49); therefore, its suppression is consistent with a more mature and differentiated lung at term gestational age and with the maturational effect of the combination of intraamniotic LPS + Beta-Ac. FGF10 is a mesenchymal-derived growth factor that controls lineage commitment and proliferation of alveolar epithelial cells (50). While decreased by intraamniotic LPS + Beta-Ac at 5 days, *FGF10* is induced 16 hours after exposure to intraamniotic LPS and is likely to play a key role in alveolar epithelial cell differentiation and increased surfactant production induced by inflammation and ACS. 

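In the LPS 16-hour animals, FGF10 had 17.7 ± 3.68 (SD, n = 4) CPM (range 14.3 to 22.2), against a range of 10.3 to 16.1 in the preterm controls. Its log2 fold change was 0.33 (standard error 0.219, adjusted p = 0.257, limma), and it was not called. With 1 animal left out at a time, the change stayed between 0.19 (without preterm control 209) and 0.44 (without LPS animal 038), with adjusted p values up to 0.548. FGF9 was lower in the LPS 16-hour animals than in preterm controls and was called. Its log2 fold change was -1.47 (standard error 0.355, adjusted p = 0.0042, limma).

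**Figure D3:**
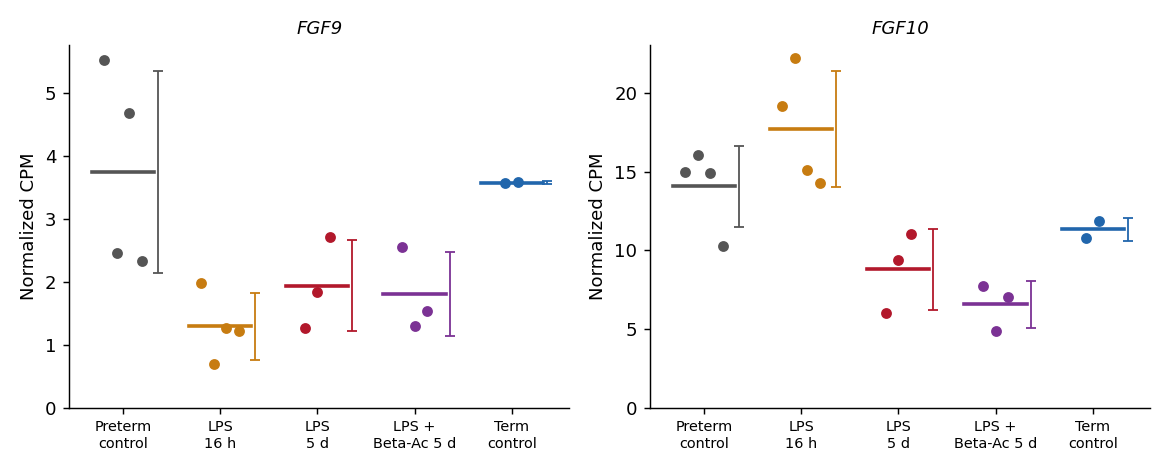
CPM of FGF9 and FGF10 in each fetus, by group. Points are animals, horizontal lines are group means and the bars beside them are SDs; the LPS 16-hour animals lie between 14.3 and 22.2 CPM for FGF10, and the preterm controls between 10.3 and 16.1.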

The late suppression of these genes in the LPS + Beta-Ac may result from a more mature lung structure than either single treatment alone, as observed in the improved lung compliance and higher satPC concentrations.

One of the limitations of our findings is that human chorioamnionitis is an ongoing subacute-to-chronic inflammatory exposure caused by ongoing infection of the chorioamnion and amniotic compartment. While our model does not recapitulate ongoing inflammatory stimuli (instead, a single exposure to LPS), the cytokine levels in the amniotic fluid observed at 5 days after intraamniotic (IA) LPS is similar to the previously reported levels at 16 hours after IA LPS (16). Also, we used the minimally effective dose of Beta-Ac to induce fetal lung maturation that we previously identified (3). The standard clinical dosing includes betamethasone-phosphate, which results in high maternal and fetal peak levels and is given as 2 doses 24 hours apart, which prolongs the maternal and fetal exposure. The overall lower exposure to corticosteroids with the low-dose Beta-Ac compared with the standard clinical dose may result in differential gene expression regulation, even with similar enhancement of fetal lung maturation.

In conclusion, we defined the fetal lung response to prenatal inflammation and the interaction with ACS in a nonhuman primate model. The improved lung mechanical function observed suggests that preterm infants exposed to prenatal inflammation may have an additional benefit of improved lung mechanics and surfactant concentration, even when exposed to doses of corticosteroids much lower than those clinically used. This may be particularly relevant for low-resource settings where the clinical dose of ACS caused increased neonatal mortality, associated with increased perinatal infection (14, 51). In these settings, a lower dose of ACS may be beneficial to reduce the risks associated with therapy while maintaining the benefits of enhanced lung maturation.

## Methods

### Animals.

Time-mated pregnant rhesus macaques at 127 days of gestation were treated with either intraamniotic LPS 1mg (*E*. *coli* O55:B5, Sigma-Aldrich) diluted in 1 mL of sterile saline (LPS), intramuscular Beta-Ac (0.125 mg/kg; a gift from Merck Sharp & Dohme), or intraamniotic LPS + Beta-Ac. Previous studies from our group comparing Beta-Ac dosing with the clinical treatment consisting of the 1:1 mixture of Beta-Ac + betamethasone-phosphate have identified that 0.125 mg/kg of Beta-Ac is the minimally effective dosing to induce fetal lung maturation in preterm rhesus macaques and in sheep fetuses (3, 52). To determine the developmental pathways modulated by LPS, animals were delivered at 16 hours or 5 days after intraamniotic LPS. To determine the maturational interaction between intraamniotic LPS and steroids, animals that received Beta-Ac or LPS + Beta-Ac were delivered 5 days after treatment at 132 days of gestation. Preterm controls were delivered at 132 days of gestation, and term controls were delivered at 155 days of gestation. Preterm and term controls did not receive any intervention. No spontaneous labor or fetal losses were observed in the intervention or control groups.

At delivery, we collected amniotic fluid for measurement of protein cytokines by ELISA. We measured pressure-volume curves by inflating lungs to 40 cmH_2_O, followed by deflation with measurements of lung volumes using a syringe and pressure manometer. BALF was recovered from the right lung; the right upper lobe of the fetal lung was inflation fixed with formalin at 30 cm H_2_O pressure for histology, and the left lung was snap frozen for RNA-Seq.

### Immunofluorescence and confocal microscopy.

Paraffin-embedded tissue sections underwent heat-assisted antigen retrieval with citrate buffer (pH 6.0), followed by blocking with donkey or goat serum and incubation with primary antibodies overnight (Supplemental Table 3): Nkx2.1 (Seven Hills Bioreagents, WRAB-1231), Nkx2.1 (in-house antibody, G237), pro-surfactant protein C (Seven Hills Bioreagents, WRAB-9337), ABCA3 (in-house antibody, GP985), and smooth muscle actin (Santa Cruz Biotechnology, A5228). After that, sections were incubated with Alexa Fluor antibody against the host species of the primary antibody (Invitrogen), followed by DAPI (Invitrogen, dilution 1:2000). Sections were mounted with ProLong Gold (Invitrogen). Stained slides were imaged by confocal microscopy for colocalization of fluorescent antibodies at 20× magnification, 1024 × 1024 pixels resolution, on a Nikon Eclipse A1RSi inverted microscope (Nikon Instruments Inc.).

### SatPC isolation and measurement.

Lipids were extracted from the BALF with chloroform-methanol (2:1). SatPC was isolated after exposure to osmium tetroxide and quantified by phosphorus assay as previously described (53).

### RNA isolation and sequencing.

Total RNA was extracted from frozen lung tissues using the RNeasy Universal Mini Kit (Qiagen) according to the manufacturer’s instructions. RNA quality and integrity was verified using the Agilent 2100 Bioanalyzer (Agilent Technologies). All samples had RNA integrity number > 8. RNA-Seq was performed by the Cincinnati Children’s Hospital Medical Center DNA Sequencing and Genotyping Core with a read depth of 20–30 million reads per sample for 75 bp paired-end reads. The raw sequence reads in FASTQ format were aligned to the Rhesus (*Macaca mulatta*) genome build MMUL10 using kallisto (54) followed by gene summarization with tximport (55). After checking data quality, differential expression analyses comparing treatment groups with control and between each other were performed using DESeq2 with false discovery adjustment (56). Genes were considered differentially expressed based on their fold change relative to control (≥2), *P* value (<0.05), and *q* value (<0.05).

### Functional enrichment and pathway analysis.

Lists of differentially expressed genes were used for functional enrichment analysis of Gene Ontology (GO) and pathway terms using the ToppCluster web server (57). Only unique terms associated with either induced or suppressed genes and at least 2 genes are reported. Negative log *P* values represent terms associated with suppressed genes, and positive log *P* values are associated with induced genes.

### Cytokine concentration measurement.

We measured cytokine concentration in the amniotic fluid using Luminex technology using multiplex kits for nonhuman primate (MilliporeSigma). Concentrations were calculated from standard curves for recombinant proteins.

### Availability of data and materials.

The gene expression data have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession no. GSE148645 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE148645). The gene expression data for Beta-Ac–treated animals have been previously published (3) and are accessible through GEO Series accession no. GSE118438 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE118438).

### Statistics.

We used GraphPad Prism 8 for statistical analyses (GraphPad Software Inc.). Continuous variables were analyzed using 1-way ANOVA with Tukey’s post hoc for multiple testing or Krukal-Wallis as appropriate. Differences were considered significant for *P* < 0.05.

### Study approval.

The University of California Davis IACUC approved all animal procedures, which were performed at the California National Primate Research Center in Davis, California, USA.

## Author contributions

AFS, CAC, LAM, PP, SGK, and AHJ initiated and designed the study. AFS, PSK, PP, JB, and CMJ acquired and processed the samples and generated the experimental data. SGK, CAC, and AHJ supervised the research. AFS wrote the manuscript. All authors contributed to the writing and editing of the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
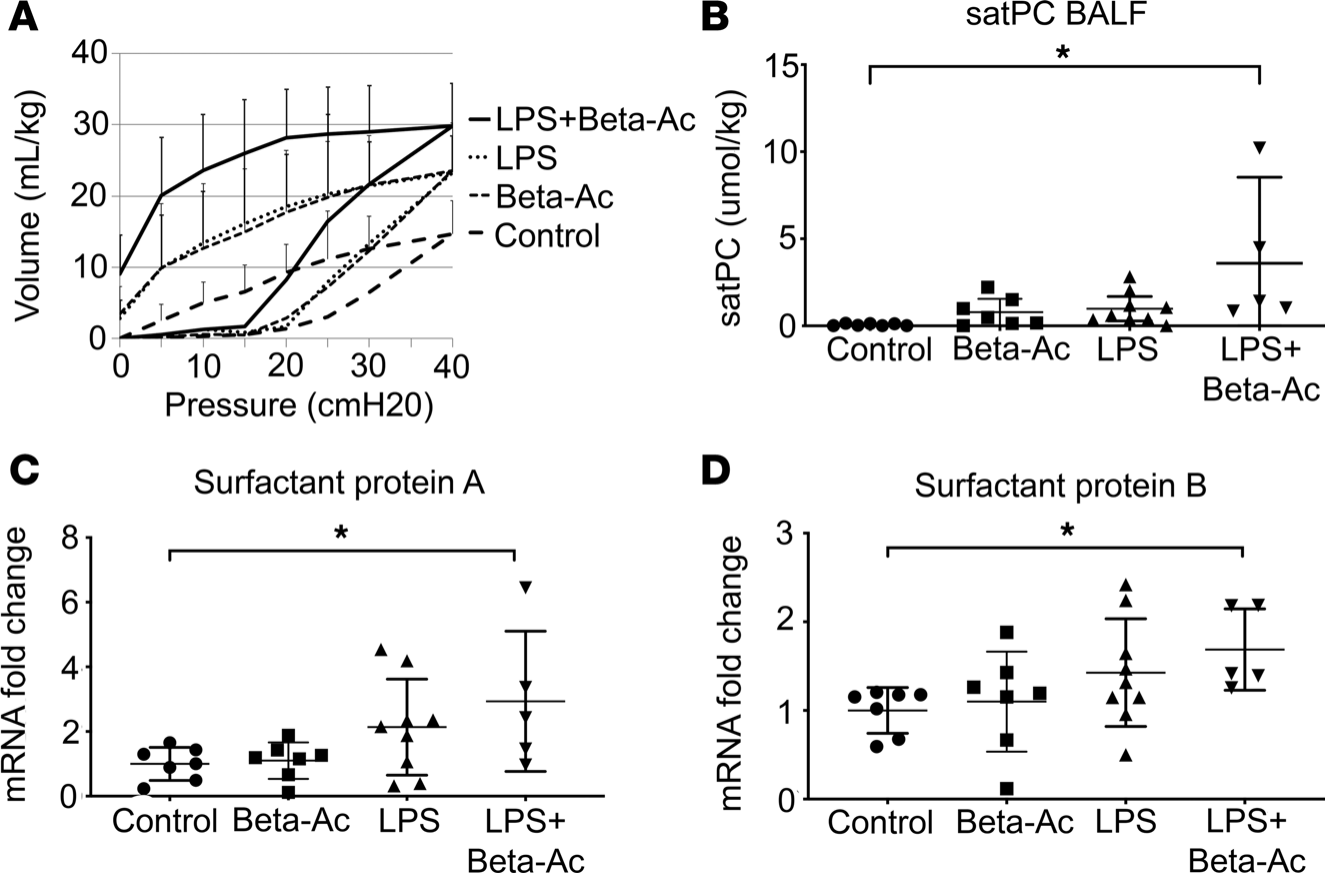
Intraamniotic LPS induces fetal lung maturation and has additive effects to antenatal corticosteroids. (**A**) Pressure volume curves of preterm rhesus macaques exposed to Beta-Ac, intraamniotic LPS, or intraamniotic LPS + Beta-Ac and delivered after 5 days compared with preterm controls and term controls. Intraamniotic LPS improved static lung compliance measured by pressure volume curves to levels similar to Beta-Ac alone, which was further increased by the combined treatment with Beta-Ac. The Beta-Ac–alone curve has been previously published (17). (**B**) Concentration of saturated phosphatidylcholine (satPC) in the bronchoalveolar lavage fluid (BALF) slightly increased after exposure to Beta-Ac or intraamniotic LPS alone and was further increased by the combined treatment with Beta-Ac. (**C**) Real-time PCR for surfactant protein A. (**D**) Real-time PCR for surfactant protein B showed induction of these genes 5 days after combined treatments with intraamniotic LPS and Beta-Ac. Beta-Ac alone and LPS alone did not increase mRNA levels for these proteins after 5 days. *P < 0.05 by ANOVA with Dunnett’s post hoc test for multiple comparisons. Data in pressure volume curve (**A**) presented as mean ± SD; other data (**B**–**D**) presented as mean ± 95% CI with individual data points shown. *n* = 7 controls, 7 Beta-Ac, 9 LPS, and 5 LPS + Beta-Ac.

**Figure 2:**
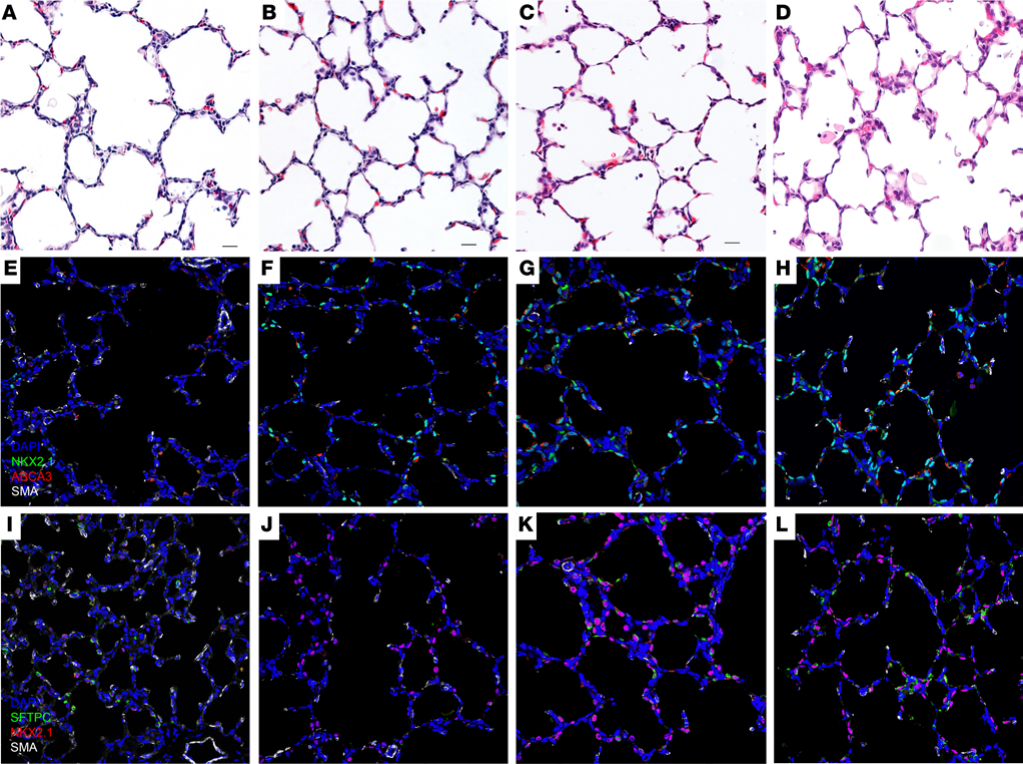
Treatment with Beta-Ac, intraamniotic LPS, and LPS + Beta-Ac induce mesenchymal thinning and increased cellular expression of alveolar epithelial type 2 cell markers. Photomicrographs (original magnification, 20×) of H&E-stained and immunofluorescence for NKX2.1, ABCA3, and SFTPC in lung sections of preterm controls (**A**, **E**, and **I**) and 5 days after treatment with Beta-Ac (**B**, **F**, and **J**), intraamniotic LPS (**C**, **G**, and **K**), and intraamniotic LPS + Beta-Ac (**D**, **H**, and **L**), showing mesenchymal thinning and increased number of cells expressing NKX2.1, ABCA3, and SFTPC after either exposure alone or combined relative to preterm controls. *n* = 7 controls, 7 Beta-Ac, 9 LPS, and 4 LPS + Beta-Ac.

**Figure 3:**
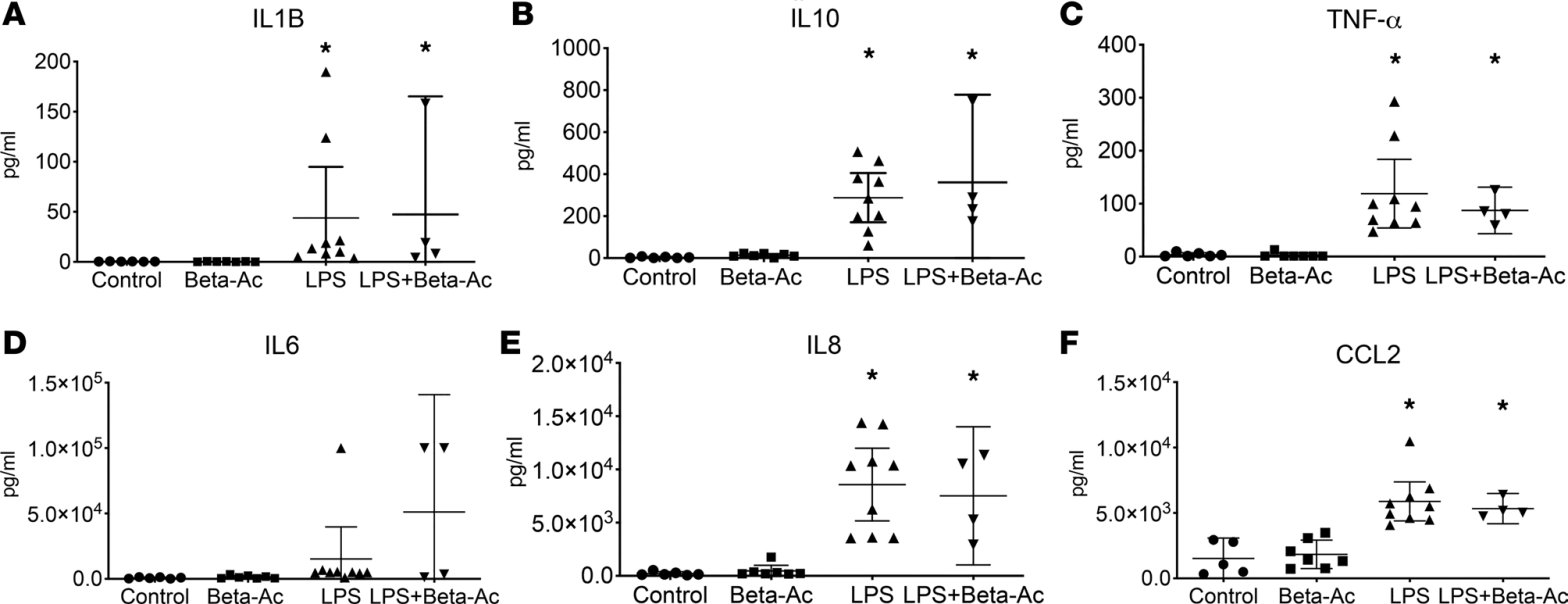
Combined intraamniotic LPS and Beta-Ac treatments given at the same time do not suppress cytokine-mediated inflammation of the amniotic cavity at 5 days. (**A**–**F**) Concentrations of IL-1B (**A**), IL-10 (**B**), TNF-α (**C**), IL-6 (**D**), IL-8 (**E**), and CCL2 (**F**) were measured by ELISA in the amniotic fluid. Beta-Ac alone had no effect on cytokine expression relative to control. Intraamniotic LPS increased the concentrations of all cytokines measured in the amniotic fluid, but treatment with LPS + Beta-Ac did not reduce their concentrations at 5 days relative to LPS. Data presented as mean ± 95% CI with individual data points. *P < 0.05 by ANOVA with Dunnett’s post hoc test for multiple comparisons. *n* = 6 controls, 7 Beta-Ac, 9 LPS, and 4 LPS + Beta-Ac.

**Figure 4:**
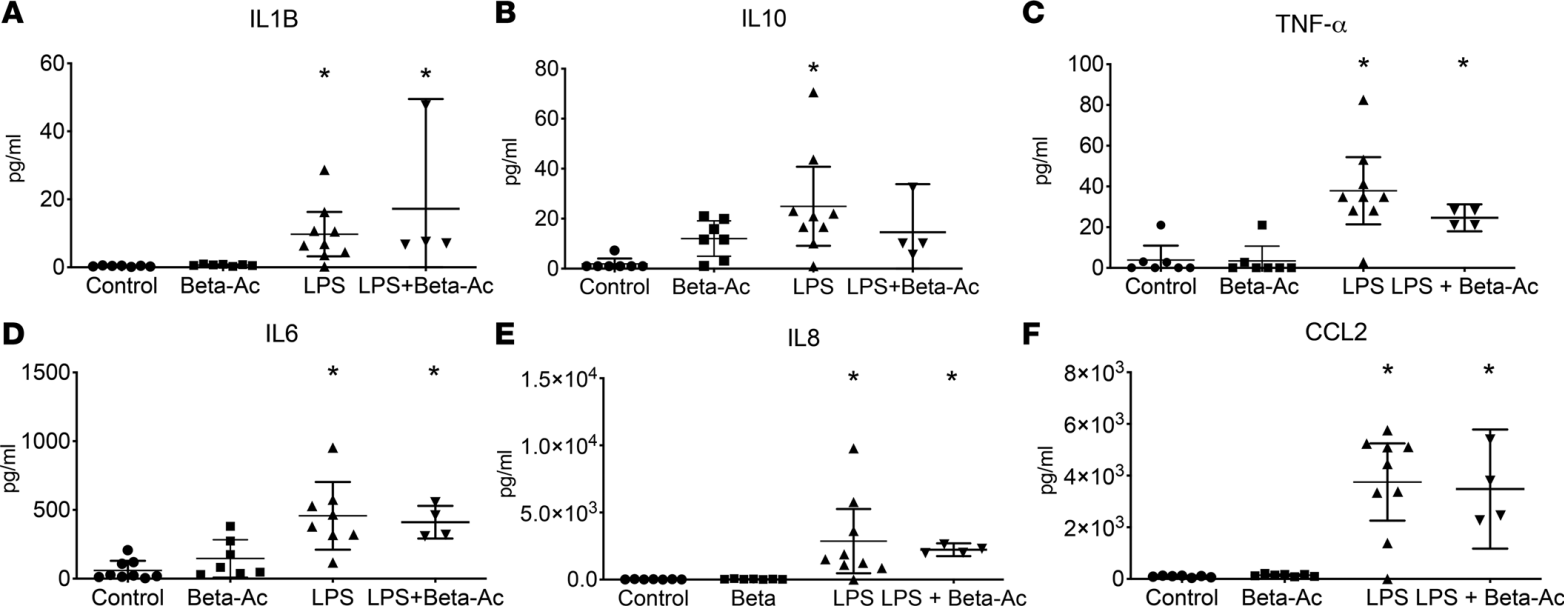
Combined intraamniotic LPS and Beta-Ac treatments given at the same time do not suppress cytokine-mediated inflammation of the bronchoalveolar lavage fluid at 5 days. (**A**–**F**) Concentrations of IL-1B (**A**), IL-10 (**B**), TNF-α (**C**), IL-6 (**D**), IL-8 (**E**), and CCL2 (**F**) were measured by ELISA in the bronchoalveolar lavage fluid. Intraamniotic LPS increased the concentrations of all cytokines measured in the amniotic fluid, but treatment with Beta-Ac did not reduce their concentrations at 5 days. Data presented as mean ± 95% CI with individual data points. *P < 0.05 by ANOVA with Dunnett’s post hoc test for multiple comparisons. *n* = 7 controls, 7 Beta-Ac, 9 LPS, and 4 LPS + Beta-Ac.

**Figure 5:**
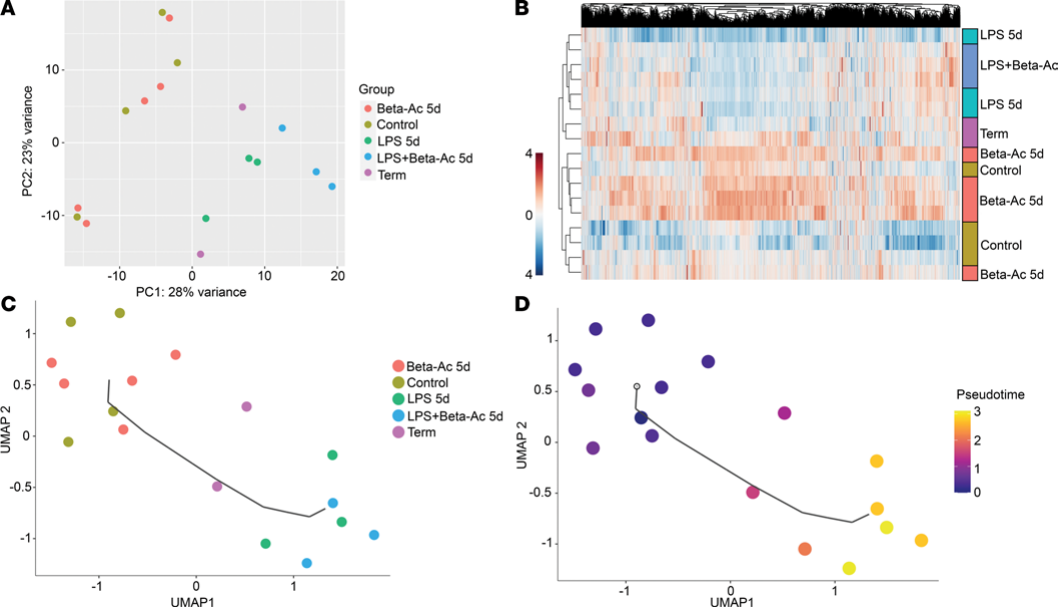
Lung transcriptome analysis of preterm rhesus macaque fetuses exposed to intraamniotic LPS demonstrate gene expression pattern similar to term animals. (**A** and **B**) Principal component analysis (**A**) and hierarchical clustering (**B**) of lung transcriptomes show clustering of preterm LPS exposed–animals with or without treatment with Beta-Ac, and those animals were more similar to term controls than to preterm controls. The effects of Beta-Ac treatment at 5 days had largely waned to a transcriptome pattern similar to preterm controls. (**C** and **D**) Reconstructed transcriptome trajectories on pseudotemporal analysis with Monocle 3 with the root on the preterm control cluster. Preterm controls, term controls, and intraamniotic LPS–exposed animals with and without Beta-Ac were aligned in a trajectory starting with preterm controls and ending with the intraamniotic LPS–exposed animals, suggesting greater differentiation on the latter. *n* = 4 preterm controls, 5 Beta-Ac 5d, 3 LPS 5d, 3 LPS + Beta-Ac, and 2 term controls.

**Figure 6:**
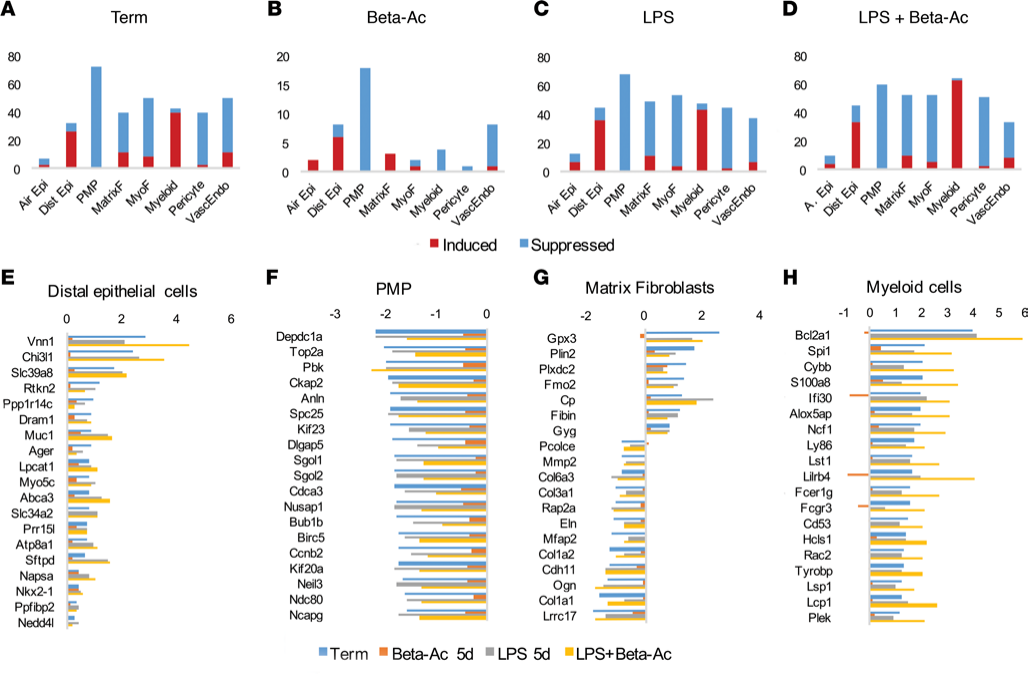
Prenatal inflammation induces mesenchymal and epithelial cell differentiation. Number of signature genes for different lung cell types differentially expressed by intraamniotic LPS and Beta-Ac. (**A**) Term controls versus preterm controls. (**B**) Beta-Ac 5 days versus preterm controls. (**C**) Intraamniotic LPS 5 days (5d) versus preterm controls. (**D**) Intraamniotic LPS + Beta-Ac 5d versus preterm controls. Exposure to intraamniotic LPS induced signature genes for matrix fibroblasts while suppressing signature genes for proliferative mesenchymal progenitors. Even the small number of genes that were differentially expressed by Beta-Ac at 5d showed suppression of proliferative mesenchymal progenitors and induction of distal epithelial cells and matrix fibroblasts signature genes. A similar pattern was seen after combined LPS + Beta-Ac. (**E**–**G**) Fold-change for top differentially expressed signature genes for distal epithelial cells (**E**), proliferative mesenchymal progenitors (**F**), matrix fibroblasts (**G**), and myeloid cells (**H**) are shown. Top differentially expressed signature genes for distal epithelial cells and proliferative mesenchymal progenitors were consistent between LPS, Beta-Ac, and the combined exposure. *n* = 4 preterm controls, 5 Beta-Ac 5d, 3 LPS 5d, and 3 LPS + Beta-Ac.

**Figure 7:**
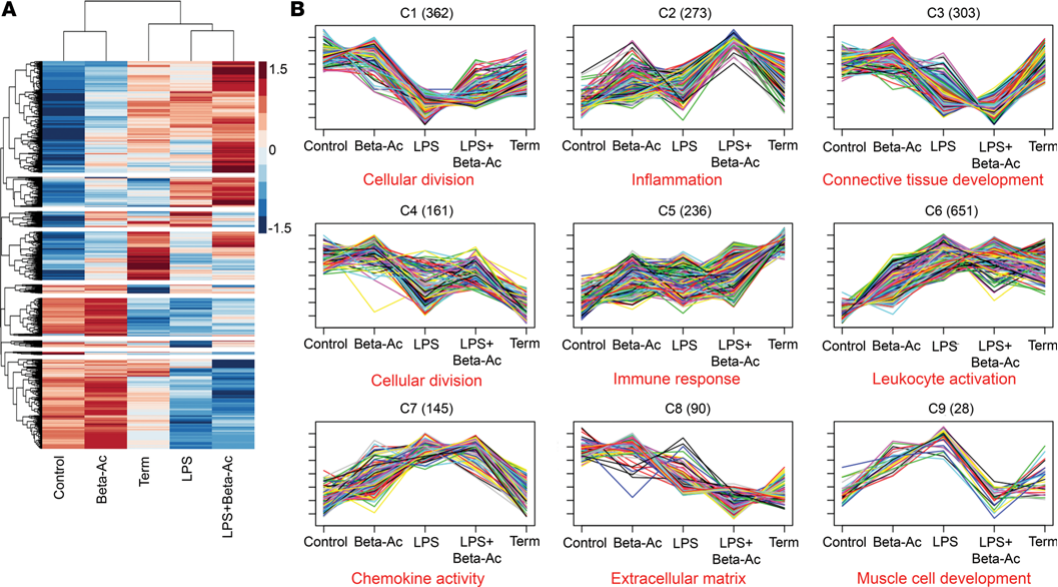
Differential expression and clustering analyses show the effects of intraamniotic LPS and its interaction with Beta-Ac on developmental processes. (**A**) Heatmap of differentially expressed genes showing relative expression. (**B**) Expression patterns identified in the 9 clusters with the number of genes displayed next to the cluster number. LPS 5d, LPS + Beta-Ac, and term animals had suppression of genes associated with connective tissue development and cellular division, as well as induction of genes associated with immune activation relative to preterm controls. *n* = 4 preterm controls, 3 LPS 5d, 4 LPS 16h, 3 LPS + Beta-Ac, and 2 term controls.

**Figure 8:**
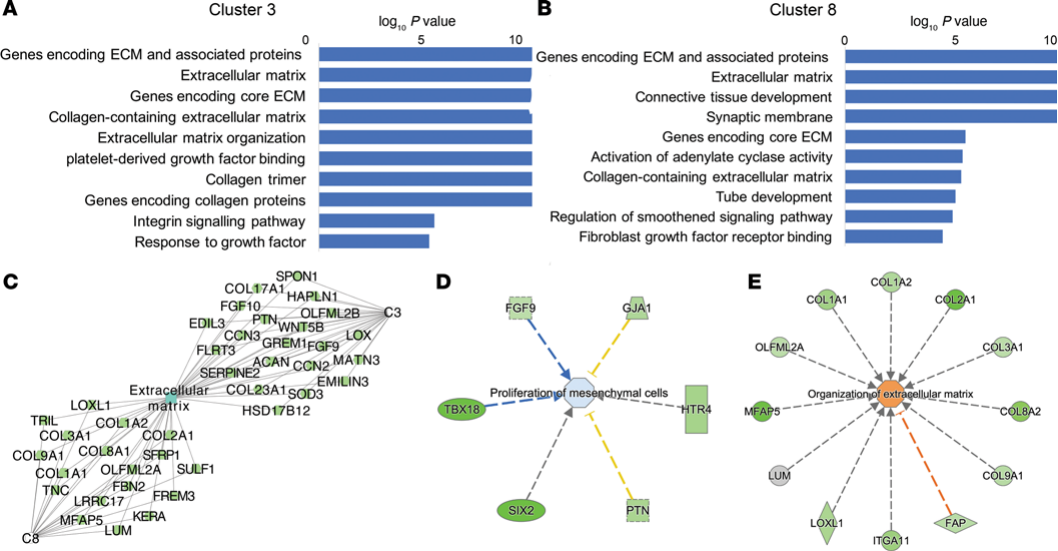
Intraamniotic LPS and Beta-Ac interact to augment suppression of mesenchyme development in the fetal lung. (**A**) Gene set enrichment analysis of genes in cluster 8 shows that genes in this cluster, which is suppressed in the lung 5d after LPS + Beta-Ac and in term lungs, are largely associated with extracellular matrix–related proteins and processes. (**B**) Gene set enrichment analysis of genes in cluster 3 shows that genes in this cluster, which is suppressed in the lung 5d after LPS + Beta-Ac but not in term lungs, are associated with extracellular matrix–related proteins and developmental pathways of the fetal lung, such as smoothened signaling and fibroblast growth factor. (**C**) Genes associated with extracellular matrix in clusters 3 and 8. (**D** and **E**) Ingenuity pathways analysis predicted suppression of proliferation of mesenchymal cells by genes in cluster 3 (**D**) and extracellular matrix by genes in cluster 8 (**E**). *n* = 4 preterm controls, 3 LPS 5d, 3 LPS + Beta-Ac, and 2 term controls.

**Figure 9:**
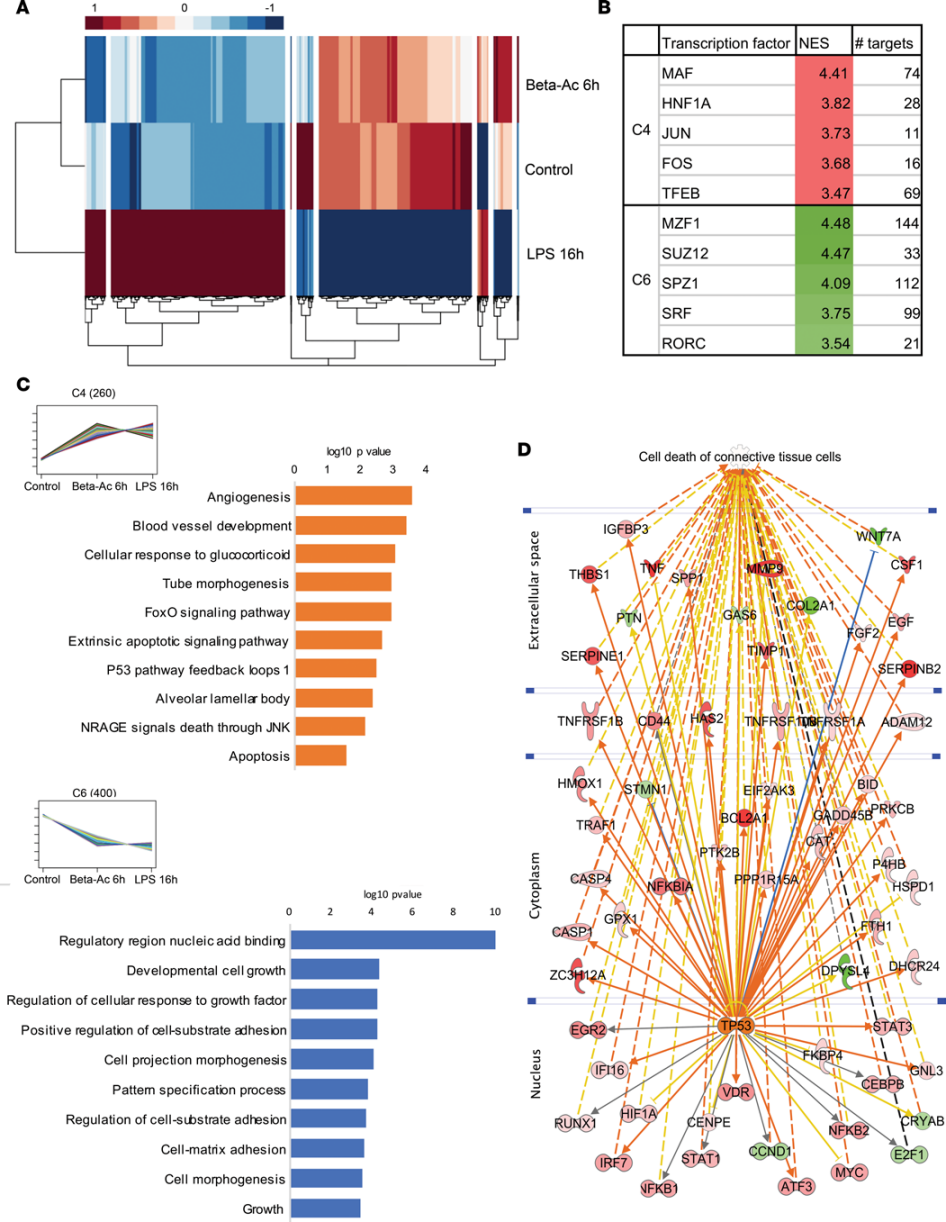
Intraamniotic LPS and Beta-Ac induce cellular apoptosis of connective tissue cells via Tp53 signaling. (**A**) Heatmap of differentially expressed genes in preterm rhesus macaque fetuses exposed to intraamniotic LPS 16h prior to delivery or to maternal intramuscular Beta-Ac 6h prior to delivery at 130 days of gestation (80% gestation). On differential expression and cluster analysis based on gene expression patterns, we identified 8 unique clusters. (**B**) Transcription factor prediction analysis showing transcription factors associated with Cluster 4 (C4) of genes induced by intraamniotic LPS and Beta-Ac and with cluster (C6) of genes suppressed by intraamniotic LPS and Beta-Ac. (**C**) Gene set enrichment analysis of genes in C4 showed association of genes in this cluster with “angiogenesis,” “apoptosis,” and “p53 pathway” and analysis of genes in C6 showed associated with “developmental cell growth,” “cell projection morphogenesis,” and “cell matrix adhesion.” (**D**) Network analysis of genes differentially expressed by intraamniotic LPS at 16h predicted upregulation of p53 signaling, which was associated with predicted induction of apoptosis of connective tissue cells through several differentially regulated proteins. *n* = 4 preterm controls, 3 Beta-Ac 6h, 4 LPS 16h.

# Supplementary material for: Prenatal inflammation enhances antenatal corticosteroid–induced fetal lung maturation
**Source:** JCI Insight. 2020 Dec 17;5(24):e139452. doi: 10.1172/jci.insight.139452
**Supplement:** Supplemental data

**Supplementary table 1.** Animal data and sample sizes

|                                    | Preterm   | Beta-Ac   |           | LPS       |           | LPS+      | Term      |
|------------------------------------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|
|                                    | control   | 6h        | 5d        | 16h       | 5d        | Beta      | control   |
| n                                  | 7         | 3         | 7         | 4         | 9         | 5         | 2         |
| n for sequencing                   | 4         | 3         | 5         | 4         | 3         | 3         | 2         |
| Gestational age at delivery (days) | 133 ± 2.4 | 133 ± 0.5 | 131 ± 1.9 | 131 ± 0.4 | 132 ± 1.1 | 131 ± 0.4 | 157 ± 0.5 |
| Fetal weight (g)                   | 331 ± 34  | 331 ± 9.9 | 338 ± 39  | 338 ± 45  | 327 ± 35  | 298 ± 40  | 514 ± 40  |
| Sex (M/F)                          | 6/2       | 2/1       | 3/4       | 2/2       | 5/4       | 1/4       | 1/1       |

**Supplementary table 2.** Organ weights, alveolar wash cell count, amniotic fluid cell count, leukocyte counts and differentials. \*p<0.05

|                                                    | Preterm control | LPS<br>5d   | LPS + Beta-Ac<br>5d |
|----------------------------------------------------|-----------------|-------------|---------------------|
| Lung weight (g)                                    | 7.7 ± 1.0       | 9.2 ± 1.6*  | 8.7 ± 1.3           |
| Lung:Body weight ratio                             | 23.5 ± 3.2      | 28.4 ± 2.8* | 28.1 ± 3.4          |
| Thymus weight (g)                                  | 1.1 ± 0.3       | 1.0 ± 0.2   | 1.0 ± 0.3           |
| Thymus:Body weight ratio                           | 3.3 ± 0.8       | 3.0 ± 0.5   | 3.1 ± 0.5           |
| Cell count – alveolar wash (x10 <sup>4</sup> /mL)  | 3 ± 1.2         | 39 ± 14*    | 41 ± 14*            |
| Cell count – amniotic fluid (x10 <sup>4</sup> /mL) | 2 ± 2           | 28 ± 8*     | 37 ± 7*             |
| Maternal WBC (x10 <sup>9</sup> /L)                 | 8.2             | 5.6*        | 8.5                 |
| Maternal neutrophils (%)                           | 78 ± 6          | 51 ± 16*    | 62 ± 8              |
| Fetal WBC (x10 <sup>9</sup> /L)                    | 2.4 ± 0.6       | 3.3 ± 0.8   | 4.2 ± 1.2*          |
| Fetal neutrophils (%)                              | 9.7 ± 6.1       | 23.3 ± 4.7* | 22.8 ± 4.3*         |

**Supplementary table 3.** Primary antibodies used for immunofluorescence staining.

| Antibody                                      | Species    | Catalog # | Company                    | Dilution |
|-----------------------------------------------|------------|-----------|----------------------------|----------|
| NKX2.1 <sup>1</sup>                           | Rabbit     | WRAB-1231 | Seven Hills Bioreagents    | 1:500    |
| NKX2.1 <sup>2</sup>                           | Guinea pig | G237      | In house                   | 1:200    |
| Pro-surfactant protein C (SFTPC) <sup>1</sup> | Rabbit     | WRAB-9337 | Seven Hills Bioreagents    | 1:100    |
| ABCA3 <sup>2</sup>                            | Guinea pig | GP985     | In house                   | 1:100    |
| Smooth muscle actin (SMA) <sup>3</sup>        | Mouse      | A5228     | Santa Cruz Biotechnologies | 1:2000   |

How the deposited data were processed for this re-analysis (not part of the article)

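Bulk RNA sequencing counts from the fetal lungs of 16 rhesus macaques in 5 groups were analysed: 4 untreated preterm controls, 2 untreated term controls, 4 animals delivered 16 hours after intraamniotic LPS, 3 delivered 5 days after LPS, and 3 delivered 5 days after LPS with Beta-Ac given to the dam. Each animal has 1 library. The groups were taken from the labels of the samples, and the numbers of the animals are those of the labels. No animal number occurs in more than 1 group, and the labels give no sex and no sequencing batch. Animals given Beta-Ac alone, and the amniotic fluid, protein and histology data, were not analysed here.

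The authors extracted RNA from frozen lung tissue, sequenced it as 75 bp paired-end reads, assigned the reads with kallisto to the rhesus build MMUL10, summarized them per gene with tximport and used DESeq2 for the comparisons in the article. The paper names a column-based kit for the extraction, and the labels name a phenol-based reagent. The values the authors deposited are whole-number counts per Ensembl gene and animal, in a tab-separated table with carriage-return line ends. They were not normalized or filtered: each library keeps its own total, the smallest values are 0, and 629 of 22515 genes have no count in any library. The release of the annotation, the versions of the tools, and whether estimated counts were rounded to whole numbers are not given in the sources used here.

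The analysis was planned with a quasi-likelihood test for counts, and with the authors' tool as an alternative. The automatic check of the table's unit could not read its layout, because the names of its columns are bare numbers and its ending stands for another separator. The unit was therefore recorded as other and not as counts, although every value read was a whole number of 0 or more. Neither of these count models was run under that record, and limma on log2 CPM took their place.

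Counts were scaled with TMM, trimming 30% of the log ratios and 5% of the mean values, computed by a function written for this purpose. They were converted to log2 CPM with a prior count of 2 in R 4.3.3 and fitted with limma 3.58.1 with the trend and robust options, in a model with 1 mean per group. A gene was tested when it reached 0.371 CPM in at least 2 animals and 15 counts in total, which left 19199 genes. A gene is called differentially expressed, or called, at a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change of at least 1 in size. All p values of single genes are two-sided. Symbols were taken from the reference annotation by Ensembl ID: 17256 IDs have a symbol, 5259 have none, and 66 symbols belong to more than 1 ID. LPC2, CASP1, SPZ1 and SFTPA2  matched no ID in the table. CPM values in the text are TMM-scaled means with SDs over animals.

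The comparisons were LPS at 5 days, LPS + Beta-Ac at 5 days, term and LPS at 16 hours, each against preterm controls, and LPS + Beta-Ac against LPS, LPS and LPS + Beta-Ac each against term, and LPS at 16 hours against LPS at 5 days. Lists of genes for proliferation, extracellular matrix, alveolar type 2 cells, myeloid cells, inflammatory cytokines, mesenchymal development, apoptosis, alveolar type 1 cells, lymphocytes, erythroid cells, the interferon response, the glucocorticoid response, basement membrane, endothelium, and smooth muscle and pericytes were written from general knowledge. With 1 more list, whose results are not reported here like those of some single genes, they hold 329 genes in all, of which 312 were tested. They were tested with camera at a correlation of 0.01 between genes, with fry, and with camera at an estimated correlation. The 21 list tests that belong to a claim were adjusted together, and the other tests over all 128 combinations of list and comparison. For the genes that a figure of the article prints, no list test was made, because the study chose them on these animals. Genes named in the text are those the article names, and up to 5 genes per comparison and direction with the largest changes among the called genes with a symbol in which the groups did not overlap, and others that were named after their values were seen. Genes with a mean of fewer than 4 counts in 1 of the groups compared are given no fold change, because it would depend on the prior count.

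The position between preterm and term was the projection on the line between the mean of the preterm and the mean of the term controls over the 500 genes that varied most among the 12 animals without LPS 16h. The groups compared share the preterm controls, so correlations of fold changes were set beside 100 simulations of unchanged groups, and beside correlations with the preterm controls split. The simulated values were drawn for each gene from a normal distribution with the variance of the fit. Genes were drawn independently, so sets of genes that vary together were not simulated and the highest simulated correlations may be too low. The steps were tested on simulated data. Of 200 genes given a log2 change of 2, between 74.5% and 85% were called, depending on the comparison, and 0 to 7 unchanged genes were called. In 100 lists drawn without a shift, camera and fry each gave 1 p value below 0.05. The genes of these lists were not made to vary together. The result therefore does not show how often camera, at its preset correlation, would call a list of genes that vary together without a shift.

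The total count on genes lay between 20169363 and 48052891 per library, and the 10 most abundant genes held between 3.77% and 6.13% of it. With these totals, 10 counts in the median library are 0.371 CPM, and for genes well above that the spread between animals, not the counting error, sets the precision. Term has 2 animals, so its mean rests on each of them, and where 1 was left out the other was assumed to vary like the other groups.

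The lists, comparisons, thresholds and these alternatives were chosen before the data were examined: scaling by the median of ratios (RLE), no filter on low counts, a mean log2 CPM of at least 1, no minimum on the fold change, a fit of only the groups compared, DDX3Y as a covariate for sex, gestational age as a covariate where the term controls take no part, fry, the estimated correlation, other genes or other correlation measures for the position and the correlations, and leaving out each animal in turn. limma-voom and, for calls, a prior count of 0.5 were chosen after seeing the data, as were lists of heart muscle, cartilage, ciliated and secretory genes.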

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

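Of the tests in this part, those of a lower epithelial share and of the cartilage list were chosen only after the results were seen, and the list tests that compare LPS at 16 hours with LPS at 5 days, the lymphocyte list with LPS + Beta-Ac and the interferon and alveolar type 1 lists at 16 hours were not among the 21 planned ones.

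In groups of 4 animals, 72 list scores, gene values and other values of an animal were searched for an animal far from the other 3, and 5 were found, where chance alone gives about 1 in 20, or 3.6. Preterm control 209 had an ELN value of 11.7 log2 CPM against 11.3 to 11.4 in the other preterm controls, and an FGF10 value of 3.37 against 3.9 to 4.01. Preterm control 092 had a mean of 8.02 log2 CPM over the alveolar type 1 list against 8.14 to 8.15. Preterm control 113 had an IL6 value of -1.65 against -3.23 to -3.1, where few counts underlie each value. In the LPS 16-hour group, animal 035 had a COL1A2 value of 10.4 against 11.1 to 11.2. For preterm control 209, an unequal share of airway wall in the tissue piece is a candidate explanation: 5 of the 8 genes of a cartilage list were highest of all 16 animals in this animal, against 0.5 by chance, which is the result that cartilage of the airway wall predicts. Whether it accounts for the ELN and FGF10 values was not tested. For the other animals no technical explanation was tested. The labels give delivery at 131 days for preterm control 101, 133 days for 092 and 135 days for 113 and 209, which does not account for these values by itself: 209 and 113, of the same age, had 3364 and 2572 CPM of ELN and 10.3 and 14.9 CPM of FGF10, and the alveolar type 1 value of 092 lay below those of animals delivered earlier and later.

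LPS at 16 hours and at 5 days differed from each other in several lists, with p values adjusted over the 16 lists. The median log2 difference was 5.19 for inflammatory cytokines (19 of 19 genes higher at 16 hours, camera 1.38e-21, fry 7.68e-10, estimated correlation 0.0125) and -1.24 for alveolar type 1 genes (9 of 10 lower, camera 2.39e-06, fry 1.11e-07, estimated correlation 0.0197). It was 2.01 for myeloid genes (24 of 25 higher, camera 1.11e-11, fry 4.53e-06), 1.42 for the interferon response (21 of 21 higher, camera 7.81e-08, fry 0.000657) and 1.32 for erythroid genes (9 of 9 higher, camera 0.0216, fry 0.0248), and these 3 were not called with the estimated correlation (0.112, 0.216 and 0.445). Lists with smaller medians were also called by camera and fry and not with the estimated correlation: proliferation at 0.83 (camera 7.81e-08, fry 3.82e-05, estimated correlation 0.159), apoptosis at 0.52 (0.00261, 1.66e-06 and 0.0503), glucocorticoid response at 0.39 (0.0284, 2.77e-05 and 0.237), mesenchymal development at -0.35 (0.0284, 4.02e-05 and 0.156) and basement membrane at -0.17 (0.0284, 0.000271 and 0.216), and no other splits were counted for these 5. Among the 35 ways to split the 7 animals into groups of these sizes, only the real one gave a result as large for the inflammatory, alveolar type 1 and myeloid lists and for the number of genes called, so chance can be excluded for each of these taken alone (1 of 35 each). It cannot be excluded for the interferon list (3 of 35) or the erythroid list (2 of 35). The erythroid median was 0.997 without LPS 5-day animal 242, the lowest with 1 animal left out, which argues against a single animal as its source. Depth was not tested as the cause of these differences between 16 hours and 5 days. Against preterm controls, thinning every library to 20169363 counts argues against depth for the larger number of genes called at 16 hours. That number was still 2678, where the 5-day animals had 854. Thinning also argues against depth for the interferon and alveolar type 1 lists at 16 hours against preterm controls, with medians then of 1.24 and -1.54. The time since exposure stays open as a biological explanation.

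In the LPS 16-hour animals, the 21 genes of the interferon response list, which the paper does not discuss, had a median log2 fold change of 1.25 against preterm controls, with 21 higher, 13 called, and a list score in each of the 4 treated animals above that of every preterm control. camera (adjusted p = 2.23e-06 over all 128 list tests) and fry (0.00225) called it and the estimated correlation did not (0.312). In the same animals, the 10 genes of the alveolar type 1 list had a median of -1.56, with 9 lower and 8 called (camera 4.17e-06, fry 9.19e-08, estimated correlation 0.0339). After thinning to equal totals the medians were 1.24 and -1.54, which argues against depth. A lower share of epithelium among infiltrating cells would by itself lower both epithelial lists, but the alveolar type 2 list had a median of 1.03. LPS may also raise genes of that list within the cells, which would hide a lower share. The test therefore cannot exclude this explanation. The distal epithelial genes of Figure 6E were mixed at 16 hours, with 12 higher and 7 lower than in preterm controls. Among the 35 splits of the 8 animals only the real one gave a median as large for each list (1 of 35 each). For the alveolar type 1 list taken alone chance can be excluded. The interferon list was picked because every treated animal lay above every preterm control. Its share of splits largely repeats that choice and cannot exclude chance. 

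With LPS + Beta-Ac, the 12 genes of the lymphocyte list, which the paper does not discuss, had a median log2 fold change of 1.09 against preterm controls, with 10 higher, and a list score in each of the 3 treated animals above that of every preterm control. camera (adjusted p = 0.00104 over all 128 list tests) and fry (0.0106) called the list and the estimated correlation did not (0.264). No technical explanation was tested for this list. More lymphocytes in the lung, or in the blood it held, after the exposures stay open.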

How the results depend on the processing

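Of the alternatives in this part, limma-voom and, for calls, a prior count of 0.5 were chosen only after the results were seen. No paired analysis was possible because no animal number occurs in more than 1 group. The count models planned as the test and as an alternative (DESeq2 is the authors' tool) were not run, as the unit of the table was recorded as other. The gestational age covariate was fitted only for LPS + Beta-Ac against LPS and for LPS at 16 hours against 5 days.

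Under the alternatives chosen beforehand, 42 counts of called genes stayed within 1.5 times the main count and 14 did not; under those chosen later, 16 did and 2 did not. With 1 animal left out at a time, 49 did and 20 did not. Without a minimum on the fold change, which by its construction calls more genes, 2825 genes were called with LPS at 5 days, 3324 with LPS + Beta-Ac, 770 in term, 7385 with LPS at 16 hours, 19 between LPS and term and 6733 between LPS at 16 hours and at 5 days, 364 were lower both with LPS + Beta-Ac and in term, and 1588 were lower with LPS + Beta-Ac and not in term. A fit of only the groups compared, which has fewer animals to set the spread, called 105 genes in term, 0 between LPS + Beta-Ac and LPS, 0 between LPS and term and 13 between LPS + Beta-Ac and term. With DDX3Y as a covariate, 5 genes were called between LPS + Beta-Ac and LPS and 0 between LPS and term, and with limma-voom 3 and 7, against 17 and 12 in the main analysis; the cause was not tested. For these counts of 0, 924 and 2118 genes had an unadjusted p below 0.05 in the main analysis.

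Over the animals left out, the count of genes called with LPS stayed between 647 and 1149, with LPS + Beta-Ac between 971 and 1484, with LPS at 16 hours between 2447 and 2927, and between LPS at 16 hours and 5 days between 2561 and 2991. The count in term ran from 129 without term control 200 to 560 without preterm control 209, and was also more than 1.5 times smaller without preterm control 092 (255), 101 (264) or 113 (239). Comparing LPS + Beta-Ac with LPS, it ran from 2 without LPS animal 240 to 57 without LPS + Beta-Ac animal 255, with 5 without LPS animal 239, 5 without LPS + Beta-Ac animal 248 and 4 without 249. Between LPS and term it ran from 0 without LPS animal 240 to 11 without term control 201, with 3 without LPS animal 239, 2 without LPS animal 242 and 4 without term control 200. Comparing LPS + Beta-Ac with term, it ran from 17 without term control 201 to 127 without term control 200, with 25 without LPS + Beta-Ac animal 248 and 61 without 249. The genes lower both with LPS + Beta-Ac and in term numbered 22 without term control 200 to 174 without preterm control 209, with 60 without preterm control 113 and 65 without 092. Those lower with LPS + Beta-Ac and not in term numbered 262 to 458.

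Under the alternatives chosen beforehand, 142 list tests kept the direction and the side of the threshold and 5 did not, and 21 of 21 did by limma-voom. The 5 are these: the proliferation list between LPS + Beta-Ac and LPS (median 0.2863) and the extracellular matrix list in the same comparison (median -0.1066) were not called by fry (0.0507 and 0.402) or with the estimated correlation (0.0637 and 0.304), and the alveolar type 2 list in LPS (median 0.9363) was not called with the estimated correlation (0.0547). The adjusted p ranged over the alternatives from 3.14e-09 to 0.0637, from 0.0237 to 0.402 and from 4.29e-09 to 0.0547. Leaving out animals, 138 list tests kept their call and 4 did not. The extracellular matrix list between LPS + Beta-Ac and LPS ran from a median of -0.2331 without LPS + Beta-Ac animal 248 to -0.02552 without 255; it was not called without LPS animals 239 (0.15) or 240 (0.392) or LPS + Beta-Ac animals 249 (0.47) or 255 (0.141).

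The correlation of fold changes with term moved with the genes and the controls used. For LPS and LPS + Beta-Ac it was 0.7223 and 0.7029 with a mean log2 CPM of at least 1, 0.6077 and 0.5847 as Spearman's rho, 0.9204 and 0.8558 over the genes called in term, and 0.3814 and 0.3942 with the preterm controls split, which takes away the controls they share. Over the animals left out it ran from 0.5097 without term control 200 to 0.7109 without preterm control 209 for LPS, and from 0.507 without term control 201 to 0.6756 without preterm control 209 for LPS + Beta-Ac. The distance ratio of LPS + Beta-Ac ran from 0.8401 without term control 200 to 0.9101 without term control 201. The position of LPS between preterm and term was 0.587 with a prior count of 0.5 and 0.662 over all genes, with exact permutation p values of 0.2 and 0.0571, and that of LPS + Beta-Ac was 0.678 with a prior count of 0.5, with 0.0571 under each of its alternatives. Without term control 200 or 201 the position of LPS fell to 0.371 or 0.375 and that of LPS + Beta-Ac to 0.515 or 0.422, as only 2 term controls set that end of the scale. With 3 animals against 4 these tests cannot go below 0.029, so they say little about stability.

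For the named genes, 199 results under the alternatives chosen beforehand kept the direction and the side of the threshold, 35 lost the call, 1 gained it and 2 reversed the direction; under those chosen later, 208 stayed, 31 lost the call and 1 gained it. Leaving out animals, 628 stayed, 140 lost the call, 5 gained it and 13 reversed. Each reversal was of a difference not called. JUN with LPS at 16 hours (-0.04) was 0.005609 with RLE and 0.01426 in a fit of 2 groups, and 0.23 without preterm control 092, 0.22 without 101, 0.05 without LPS animal 026 and 0.06 without 035, with the lowest value, -0.3707, without preterm control 209. LAMP3 with LPS ran from -0.04748 without LPS animal 240 to 0.7083 without 239. FGF9 in term was -0.1318 without preterm control 101 and -0.1555 without 209, and at most 0.2513 without 092. For LPS + Beta-Ac against LPS, ELN was -0.08742 without LPS animal 242 and -0.0374 without LPS + Beta-Ac animal 248 (highest 0.05261, without LPS animal 239), FGF9 was 0.169 without LPS animal 242 and 0.09557 without LPS + Beta-Ac animal 249 (lowest -0.3729, without LPS + Beta-Ac animal 248), and IL6 was -0.005482 without LPS animal 242 and -0.13 without LPS + Beta-Ac animal 248 (highest 0.9356, without LPS animal 240).

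Depth limits genes near 0.371 CPM: for them a difference that was not called is not shown to be absent.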

Differences from the paper's values

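The paper gives 30 M as the highest number of sequenced reads per sample, and the highest total count on genes here is 48.1 M. The paper's figure is of reads sequenced and the value here is of counts assigned to genes. None of the alternatives in processing changes a library's total, so none narrows the difference. For the lowest total, the paper's 20 M and the 20.2 M here do not differ. Of the bars of Figure 6, 48 values of 16 genes were read by eye: 48 have the sign found here and 0 differ by more than the error, with a correlation of 0.998 across genes.

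The bar that Figure 6G draws for Gyg is higher in term, LPS and LPS + Beta-Ac animals. It was not among the 48 values read. GYG1, the gene matched to that name before the data were examined, was lower in each, with log2 fold changes of -0.91, -1.34 and -1.27. GYG2, looked up after these values were seen, had -0.27, 0.10 and 0.26 and was not called, so neither gene gives the bars of the figure. The alternatives in processing were not run for these 2 genes. The other 18 genes of Figure 6G have the direction the figure draws.

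The paper states that FGF10 is induced 16 hours after LPS. Its log2 fold change here was 0.33 (adjusted p = 0.257, limma), in the direction stated and not called, also not in any alternative or with any animal left out, where the adjusted p stayed between 0.151 and 0.548. The paper states that FGF9 and FGF10 are suppressed in term animals and after LPS + Beta-Ac. In term, FGF9 had a log2 fold change of 0.03 (adjusted p = 0.981) and FGF10 of -0.29 (adjusted p = 0.62). With LPS + Beta-Ac, FGF10 was called (-1.09, adjusted p = 0.00499) and FGF9 was lower and not called (-0.99, adjusted p = 0.0934), and no alternative called it. Elsewhere the paper states that the cluster that holds both genes was not differentially expressed in term, which is what was found here for each of them.

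The paper states that LPS induced ABCA3, LPCAT1, SFTPD and LAMP3. ABCA3 and SFTPD were called. LPCAT1 was higher and not called (0.81, adjusted p = 0.0568), except without LPS 5-day animal 242 (1.07, adjusted p = 0.0254). LAMP3 was not called under any setting at 5 days (0.34, adjusted p = 0.676). At 16 hours after LPS, LAMP3 was called (2.22, adjusted p = 0.000707), as were ABCA3 and SFTPD, and LPCAT1 was not (-0.16, adjusted p = 0.65). By real-time PCR, in more animals than were sequenced, the paper found no increase of surfactant protein A or B mRNA with LPS alone. In the counts SFTPA1 was called with LPS at 5 days (2.16, adjusted p = 0.0246, limma). SFTPB was higher and lay below the fold minimum (0.94, adjusted p = 0.00645). The paper states that LPS suppressed ELN. It was lower and called at 16 hours after LPS (-1.33, adjusted p = 3.86e-07), also under each alternative. At 5 days it was lower (-0.69, adjusted p = 0.00217), and a call there needs the setting without a minimum on the fold change. Among the collagens that the paper counts with the matrix genes suppressed by LPS, COL1A1 was lower with LPS and not called (-0.83, adjusted p = 0.0946), except without LPS 5-day animal 240 (-1.18, adjusted p = 0.0308), and COL1A2 was lower and not called (-0.75, adjusted p = 0.0664).

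The paper states a stronger suppression of extracellular matrix genes by LPS + Beta-Ac than by LPS. Of the genes Figure 8C prints, 16 of 21 in cluster 3 and 15 of 18 in cluster 8 were lower with LPS + Beta-Ac than with LPS, in the direction stated, and camera called the extracellular matrix list lower (-0.11, adjusted p = 0.0261). limma called 0 genes lower between these groups, of 276 lower at an unadjusted p below 0.05, limma-voom called 0 lower, and neither fry (0.402) nor the estimated correlation (0.304) called the list. Without LPS + Beta-Ac animal 255, 2 genes were called lower.

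The paper states that the inflammation genes of cluster 2 were induced by LPS + Beta-Ac but not by LPS. Its text does not list them. The inflammatory cytokine list used here, which is not that cluster, was higher with LPS (1.41, adjusted p = 1.53e-10 by camera), and of the 17 genes called higher with LPS + Beta-Ac than with LPS, 9 were called higher with LPS than in preterm controls.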

Other observations

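In this part, the lists of heart muscle, cartilage, ciliated and secretory genes were written only after some of these genes had been seen to be high in 1 animal, and the comparisons of lists were not among the planned ones, apart from those of the results at the claims.

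The surfactant protein genes and the cytokine genes measured by other methods in the article had these log2 fold changes in the counts. With LPS at 5 days, SFTPA1 had 2.16 (adjusted p = 0.0246, limma), SFTPB 0.94 (0.00645) and SFTPC 1.03 (0.102); with LPS + Beta-Ac they had 2.47 (0.0103), 1.30 (0.000561) and 1.04 (0.0896). By real-time PCR, in more animals than were sequenced, the paper found an increase of surfactant proteins A and B with LPS + Beta-Ac and none with LPS alone. In the counts SFTPA1 was called with LPS alone as well. SFTPA1 with LPS lost its call without preterm control 092 or 101 or LPS animal 240 or 242, with an adjusted p of up to 0.114, and SFTPA1 with LPS + Beta-Ac lost it without LPS + Beta-Ac animal 248 (0.0508). SFTPB with LPS lay below the fold minimum and was called without LPS animal 239 (1.14) or 242 (1.01), and SFTPC with LPS was called in a fit of 2 groups (0.0379, in a range over the alternatives of 0.0379 to 0.107). With LPS at 5 days, IL1B had 2.71 (0.00486), CXCL8 4.32 (0.000299), CCL2 1.58 (0.0181), and IL10 0.56 (0.271), and IL6 and TNF, with few counts in preterm controls, were not called (0.155 and 0.0849); CCL2 was not called without LPS animal 240 (0.0749) or by limma-voom (0.054), and the alternatives in processing were not run for IL10. For LPS + Beta-Ac against LPS, none of these 6 was called by limma or limma-voom, with CXCL8 at 2.23 (0.206) and CCL2 at 1.27 (0.609). With LPS at 16 hours, JUN had -0.04 (0.951) and FOS 2.51 (0.0624); FOS was called by limma-voom (0.0482) and without preterm control 092 (3.26, 0.0165).

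Results for the remaining lists are medians of log2 fold changes, with camera's p adjusted over all 128 list tests. Against preterm controls, the 15 basement membrane genes had -0.02 with LPS (0.953), -0.00 with LPS + Beta-Ac (0.673), -0.23 in term (0.233) and -0.45 with LPS at 16 hours (0.0178). The 10 alveolar type 1 genes had -0.07 with LPS (0.857), -0.46 with LPS + Beta-Ac (0.0591) and 0.24 in term (0.148); they were lower with LPS + Beta-Ac than with LPS, at -0.33 (6.93e-05, fry 0.0317, estimated correlation 0.0409), with 10 of 10 lower. The 14 endothelial genes had -0.34 with LPS (0.00702), -0.31 with LPS + Beta-Ac (0.0439) and -0.46 in term (3.75e-05), and the 12 smooth muscle and pericyte genes had -0.43 (0.000598), -0.46 (0.000407) and -0.48 (2.06e-05). The 16 glucocorticoid response genes had 0.21 with LPS (0.0198), 0.28 with LPS + Beta-Ac (0.0488), 0.49 in term (3.24e-05) and 0.99 with LPS at 16 hours (0.000407), the last in animals given no corticosteroid. With the estimated correlation, none of these endothelial or glucocorticoid response results was called (adjusted p of at least 0.097 and 0.0676), nor that of the basement membrane genes at 16 hours (0.235). The 21 interferon response genes had -0.28 with LPS (0.332) and 0.04 with LPS + Beta-Ac (0.5). The 12 lymphocyte genes had 0.45 with LPS (0.0568) and 0.60 in term (0.000808, fry 0.0591, estimated correlation 0.264). The 9 erythroid genes had -0.96 with LPS (0.0178, fry 0.123) and -1.03 in term (0.011, fry 0.187). With LPS at 16 hours, inflammatory cytokine genes had a median of 6.43 (planned, adjusted p = 3.39e-26), with 19 of 19 called, myeloid genes 3.44 (1.87e-20) and extracellular matrix genes -0.51 (0.0029, fry 0.000421, estimated correlation 0.294). In term, mesenchymal development genes had -0.30 (planned, adjusted p = 0.000522), and inflammatory cytokine genes had 1.22 (2.38e-12).

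Other splits of the same animals were counted for the results at the claims. Against preterm controls, only the real split among 35 gave a result as large (1 of 35) for the genes called with LPS, LPS + Beta-Ac and LPS at 16 hours. The same holds for the proliferation, extracellular matrix and myeloid lists with LPS and with LPS + Beta-Ac, the inflammatory list with LPS and with LPS at 16 hours, and the alveolar type 2 and mesenchymal development lists with LPS + Beta-Ac. It also holds for the genes lower both with LPS + Beta-Ac and in term, and for the apoptosis, mesenchymal development and glucocorticoid response lists with LPS at 16 hours, so chance can be excluded for each of these taken alone. A share of 1 of 35 is the smallest these splits allow, and it was not adjusted for the number of results. Some lie close to another split, such as the alveolar type 2 list with LPS + Beta-Ac (1.071 against 1.049). Chance cannot be excluded for the alveolar type 2 list with LPS or for the number of genes lower with LPS + Beta-Ac and not in term (2 of 35 each). In the comparison of LPS + Beta-Ac with LPS, 10 splits are too few to exclude chance for any result, and for the extracellular matrix list 4 of 10 gave one as large, where for the called genes and the proliferation, inflammatory and myeloid lists 1 of 10 did.

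The 25 myeloid genes were higher with LPS + Beta-Ac than with LPS, with a median of 1.24 and 25 of 25 higher (adjusted p = 1.97e-45 by camera, 0.000486 by fry and 0.0247 with the estimated correlation). Of these, 22 had an unadjusted p below 0.05, 1 was called over all genes and 19 over the list alone by limma, and 0 by limma-voom. More blood in the tissue piece would leave little difference once the erythroid genes are taken into account, but with the erythroid score as a covariate the median was 1.5. A single animal is argued against by the lowest median with 1 left out, 1.02 without LPS + Beta-Ac animal 249, and unequal sex of the fetuses by a median of 1.24 with DDX3Y as a covariate. The erythroid genes also differed between these groups (1.25, adjusted p = 2.55e-09 by camera), which fry (0.0591) and the estimated correlation (0.097) did not call. Beta-Ac given in addition to LPS stays open as a biological explanation.

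Of the 11 tested genes of a heart muscle list, 8 were highest of all 16 animals in LPS 5-day animal 240, against 0.69 by chance (binomial p = 3.24e-08). Of the genes seen first and kept out of this list, MYH7 had 525 CPM there and at most 2.33 elsewhere, ACTC1 251 and at most 9.56, MYL7 229 and at most 12.5, and TNNT2 80.4 and at most 7.84. Heart muscle in the tissue piece of this animal is a candidate explanation, since it predicts that most genes of the list are highest there, and 8 were. SMPX of this list was also among the largest decreases with LPS + Beta-Ac. Of the 8 tested genes of a cartilage list, 5 were highest in preterm control 209 (binomial p = 4.55e-05), and of the genes seen first and kept out of this list COL2A1 had 87.8 CPM there and at most 24 elsewhere, and ACAN 13.8 and at most 5.85. Cartilage of the airway wall in that tissue piece is a candidate explanation. MUC5B, an airway gland gene, was also highest there (38.9 CPM and at most 23.1 elsewhere).

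Within groups, the mean log2 CPM of 12 ciliated cell genes and of 7 secretory cell genes of the conducting airway varied together over the 16 animals (Pearson's r = 0.949, permutation p = 4e-05; Spearman's rho = 0.976, permutation p = 3e-05; values as deviations from the group mean, 100000 resamples within groups). Without preterm control 209 and term control 201, the animals farthest from the median by the ciliated values, r over the other 14 was 0.922 (permutation p = 0.0004). An unequal share of conducting airway between tissue pieces is a candidate explanation, and no biological one was tested. With the airway and cartilage scores removed from every gene, the positions of the 4 preterm controls between preterm and term spanned 0.278 in place of 0.537. Removing random scores gave a median span of 0.4 and as small a span in 8 of 50 draws. The limit set beforehand for this test was a span of at most 0.5 of the original one, and 0.278 lies just above it. It was then decided, after the value was seen, to leave open whether the airway share spreads the preterm controls, so the test could not tell. By the labels, preterm controls 113 and 209 (positions 0.435 and 0.606) were delivered at 135 days, and 092 and 101 (0.0693 and 0.0838) at 133 and 131 days, so gestational age stays open for this spread as well, untested. After the removal, LPS lay at 0.656 and LPS + Beta-Ac at 0.801, the preterm mean was 0.149, and the exact permutation p was 0.0286 for each, a setting chosen after the positions were seen. The removal takes spread out of each group and leaves each gene's group means as they were, so a lower p is partly built in. No p was computed with random scores removed, so 0.0286 does not show a difference that the airway share had hidden.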
